# Transcriptomic analysis of *OsRUS1* overexpression rice lines with rapid and dynamic leaf rolling morphology

**DOI:** 10.1038/s41598-022-10784-x

**Published:** 2022-04-25

**Authors:** Ning Yu, Yaping Liang, Qingping Wang, Xinxiang Peng, Zhenghui He, Xuewen Hou

**Keywords:** Molecular biology, Plant sciences

## Abstract

Moderate leaf rolling helps to form the ideotype of rice. In this study, six independent *OsRUS1-GFP* overexpression (*OsRUS1-OX*) transgenic rice lines with rapid and dynamic leaf rolling phenotype in response to sunlight were constructed. However, the mechanism is unknown. Here, RNA-Seq approach was utilized to identify differentially expressed genes between flag leaves of *OsRUS1-OX* and wildtype under sunlight. 2920 genes were differentially expressed between *OsRUS1-OX* and WT, of which 1660 upregulated and 1260 downregulated. Six of the 16 genes in GO: 0009415 (response to water stimulus) were significantly upregulated in *OsRUS1-OX*. The differentially expressed genes between WT and *OsRUS1-OX* were assigned to 110 KEGG pathways. 42 of the 222 genes in KEGG pathway dosa04075 (Plant hormone signal transduction) were differentially expressed between WT and *OsRUS1-OX*. The identified genes in GO:0009415 and KEGG pathway dosa04075 were good candidates to explain the leaf rolling phenotype of *OsRUS1-OX*. The expression patterns of the 15 genes identified by RNA-Seq were verified by qRT-PCR. Based on transcriptomic and qRT-PCR analysis, a mechanism for the leaf rolling phenotype of *OsRUS1-OX* was proposed. The differential expression profiles between WT and *OsRUS1-OX* established by this study provide important insights into the molecular mechanism behind the leaf rolling phenotype of *OsRUS1-OX*.

## Introduction

Rice is a staple food for humans, especially for people in Asia. Due to the decrease of arable land and the increase of human population, the demand for breeding higher-productivity rice cultivars is increasing. Rice ideotype is one of the important indicators for higher-productivity rice cultivar breeding. The shape of the leaf is considered an important agronomic trait and has been associated with the super-rice ideotype^1^. Additionally, moderate leaf rolling is an important characteristic for the super-rice ideotype^2^. Due to better light transmission rate and absorption efficiency, moderate leaf rolling can help to improve photosynthetic efficiency and grain yields^3–5^. Therefore, isolating leaf rolling genes should be beneficial for breeding rice cultivars with ideotype.

Although the rice leaf rolling phenotype is relatively simple, the mechanisms behind it are various and complex. There are two types of rice leaf rolling: rice leaf developmental-gene-mutation related; and environmental factors induced. The formation of a rice leaf is a complex process, which includes the development of phyllopodium, the adaxial-abaxial axis, bulliform cells, sclerenchymatous cells, and the cuticle, along with the regulation of osmotic pressure or turgidity in bulliform cells^6–9^. The mutation of genes in these processes will cause abnormal development in rice leaves, including leaf rolling. Currently, more than fourteen *rolling leaf* (*rl*) mutants in rice have been isolated; however, only *RL9* and *RL14* have been cloned and studied in detail. *SHALLOT-LIKE1* (*SLL1*), a gene involved in the regulation of leaf rolling through the regulation of sclerenchyma cell differentiation, encodes a MYB transcription factor of the KANADI family^10,11^. *SEMI-ROLLEDLEAF1* (*SRL1*), a gene involved in the regulation of leaf rolling through the inhibition of bulliform cell formation, encodes a putative glycosylphosphatidyl inositol-anchored protein^5^. The *SEMI-ROLLED LEAF2* (*SRL2*) gene encodes a novel plant-specific protein, which functions in the regulation of rice leaf rolling, and may be involved in the trans-differentiation process from mesophyll cells to sclerenchymatous cells^12^. The second type of rice leaf rolling is induced by environmental factors, such as temperature, humidity and light, and is also called the environment inducible phenotype^13^. The leaves of *rl15(t)* become highly rolled at cloudless noon, but are expanded at other times^14^. *constitutively wilted 1* (*oscow1*), a T-DNA insertion mutant of rice, has leaf rolling that is significantly reduced under low light and high relative humidity. It was postulated that *oscow1* mutants may be light or/and humidity inducible. OsCOW1, a YUCCA family protein, is encoded by *Os03g06654*, and is involved in the biosynthesis of IAA^15^. The leaves of the rice CM2088 mutant roll markedly under well-watered sunny conditions, but the rolling of its leaves was not evident during early morning and evening^16^. To date, there are only a small number of environment-induced leaf-rolling mutants identified in rice.

*RUS* (*ROOT UV-B SENSITIVE*) genes were firstly identified in *Arabidopsis*. *AtRUS1*/*WXR3* (*WEAK AUXIN RESPONSE 3*) and *AtRUS2*/*WXR1* have functions involved in very-low fluence (VLF) UVB responses and vitamin B6 (VB6) homeostasis^17–19^, or regulation of polar auxin transport^20,21^. Recently, *Arabidopsis RUS4* was reported to play a role in male fertility^22^, and *RUS6* in early embryo development^23^. However, no leaf rolling phenotype of *AtRUS*/*WXR* genes has been reported in *Arabidopsis*. There are six *OsRUS* genes in the rice genome; however, their functions are largely unknown^24^. *OsRUS1* (*Os04g22360*) is one of the six *OsRUS* genes. OsRUS1 was predicted to localize in chloroplast by available bioinformatics tools, and further confirmed by transient expression of OsRUS1(1-160aa)-GFP in rice protoplast^24^. In this study, six independent *OsRUS1-GFP* overexpression transgenic rice lines (here after *OsRUS1-OX*) and empty vector control lines were constructed using ZH11 (here after WT) as the background. The leaves of *OsRUS1-OX* lines were significantly rolled under sunlight, while their leaves were expanded in the morning, evening, night, and shaded daytime. Furthermore, the rolled leaves of *OsRUS1-OX* lines expanded in about seven minutes when the sunlight was shaded by cloud or paperboard. The expanded leaves rolled again in about four minutes after the paperboard was taken away. While the empty vector control lines did not have this phenotype, and show no difference with WT. To the best of our knowledge, this is the first report of a fast-speed environmentally-induced rice leaf rolling/expanding phenotype. In order to understand the mechanism of this phenotype, an RNA-Seq approach combined with digital gene expression profile (DGE) analysis was used to rapidly identify and analyze the differentially expressed genes between WT and the *OsRUS1-OX* lines. These results provided insights into the transcriptional levels of key genes in the process of leaf rolling in the *OsRUS1-OX* lines. Additionally, analysis of the functional pathways of these genes provided a better understanding of the mechanism of the rapid and dynamic rice leaf rolling phenotype caused by *OsRUS1* overexpression.

## Results

### The rapid and dynamic leaf rolling and expanding of *OsRUS1-OX* lines

In this study, at least six independent *OsRUS1-OX* lines were created, and all displayed a similar leaf rolling phenotype. One of the lines was chosen for further study here. The leaves of *OsRUS1-OX* were significantly rolled under sunlight, while the leaves of WT were fully expanded (Fig. 1A). When the sunlight was shaded by paperboard, the rolled leaves of *OsRUS1-OX* expanded in about seven minutes (Fig. 1B). When the paperboard was taken away, the expanded leaves of *OsRUS1-OX* rolled again in about four minutes (Fig. 1C).

**Figure 1:**
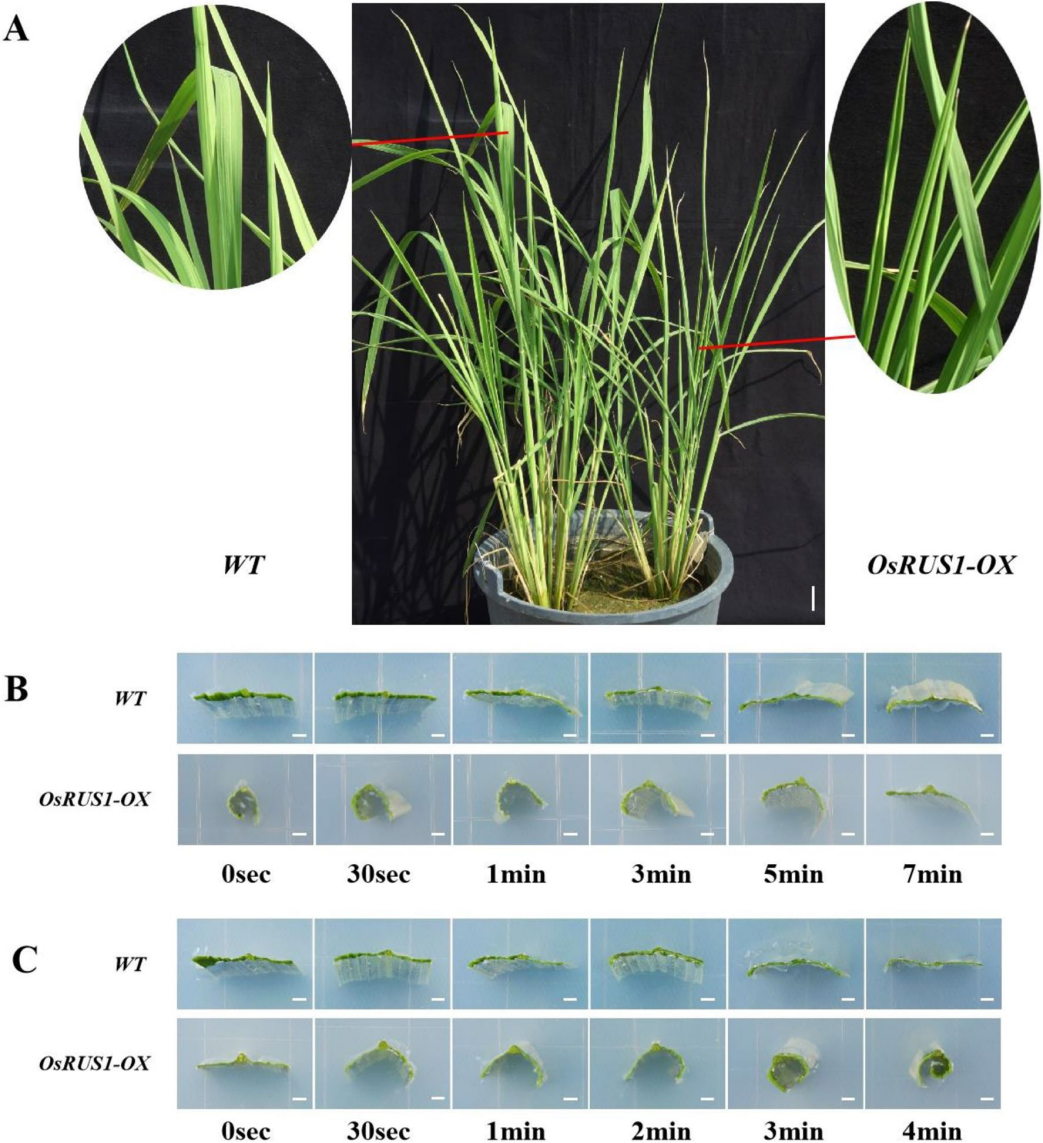
Leaf rolling morphology of WT and *OsRUS1-OX* in response to sunlight. (**A**) Morphology of the WT and *OsRUS1-OX* under sunlight, scale bar 2 cm; (**B**) The rapid leaf expanding in *OsRUS1-OX* when the sunlight was shaded, scale bar 2 mm; (**C**) The rapid leaf rolling in *OsRUS1-OX* in response to sunlight, scale bar 2 mm. WT, the wildtype of ZhongHua11; *OsRUS1-OX*, the *OsRUS1-GFP* Overexpression transgenic line.

### Transcriptional study of WT and *OsRUS1-OX* by RNA-Seq approach

In order to explore the mechanisms behind the leaf rolling phenotype, an RNA-Seq approach was used to study the transcriptional profiles of WT and *OsRUS1-OX*. 

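Each library was made from flag leaves of 3 pooled plants picked at 11 h, with 3 libraries for each genotype. WT was ZhongHua11, and OsRUS1-OX was a ZhongHua11 line that overexpresses OsRUS1 fused to the fluorescent protein GFP. When picked, the WT leaves were expanded and the OsRUS1-OX leaves were rolled, so the comparison cannot separate genotype from leaf state. The authors aligned the filtered paired-end reads with TopHat, counted the reads on each gene with HTSeq, and deposited these counts without normalization together with FPKM values computed from the counts and the gene lengths. The counts cover 91180 features, of which 37869 carry RAP gene identifiers and 31752 had at least 1 read in any library. The reads counted on genes numbered 8759812, 11744177 and 10815696 in WT and 13345227, 11918655 and 13532579 in OsRUS1-OX, and between 25781 and 27415 features had reads in a library. At these totals, 3 counts correspond to between 0.222 and 0.342 CPM, and this limit covers counting error only. Counts were scaled with edgeR's TMM method, whose factors lay between 0.951 and 1.03, and the genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 19694 features kept by edgeR's filter on low counts. Normalized counts are counts divided by the TMM-scaled library size relative to its mean. The counting mode for strand and for overlapping genes is not stated in the paper's text, so values of gene family members and of overlapping genes are uncertain where reads were shared. Among the genes that the paper's Supplementary Table S3 describes with vitamin B6 photo-protection and homoeostasis, a process that the introduction ties to RUS genes, OS04G0290800 on chromosome 4 had 105 ± 23 normalized counts (SD, n = 3 libraries) in WT and 5340 ± 1670 (SD, n = 3) in OsRUS1-OX, a log2 fold change of 5.66 (standard error 0.32, adjusted p = 0.00012 from edgeR's quasi-likelihood test). The locus number that the paper gives for OsRUS1 was not used here. The other gene with this description, OS01G0141600, had a log2 fold change of -0.82 (standard error 0.14, adjusted p = 0.0056 from the same edgeR test).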

RNA was extracted from the flag leaves of WT and *OsRUS1-OX* plants under sunlight, and sequenced on the Illumina Hiseq 2000 platform. This high-throughput RNA-Seq sequencing generated 24,995,822 to 38,693,740 raw sequencing reads for each sample. After removing adaptor sequences, ambiguous reads and low-quality reads, 24,376,218 to 37,815,434 high quality clean reads for each of the six samples remained. About 90% of the clean read data had Phred quality scores at the Q30 level (Table 1). The classification of raw reads, the error rate distribution, and the GC content distribution of the data are shown in Supplementary Figure S1, S2 and S3, respectively. These results confirmed that the quality of the six RNA-Seq data was excellent, and would provide reliable data for further data-mining.

**Table 1:** Summary of sequence assembly after Illumina sequencing.

Sample name	Raw reads	Clean reads	Clean bases	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)
WT1	24,995,822	24,376,218	3.05G	0.02	95.96	90.6	53.81
WT2	32,829,856	31,888,256	3.99G	0.02	96.67	92.06	53.2
WT3	31,913,804	31,093,862	3.89G	0.02	95.92	90.5	53.36
*OsRUS1-OX*_1	38,313,408	37,297,918	4.66G	0.02	96.65	92.05	54.93
*OsRUS1-OX*_2	34,353,870	33,516,652	4.19G	0.02	96.45	91.59	54.9
*OsRUS1-OX*_3	38,693,740	37,815,434	4.73G	0.02	96.76	92.19	55.18

Sample name, the name of samples; Raw reads, the original sequence data; Clean reads, filtered Raw reads, (subsequent biological information analysis was based on Clean reads); Clean bases, the number of Clean reads was multiplied by the length, and converted to G as the unit; Error rate, calculated by the formula: Qphred = − 10log_10_ (E); Q20 and Q30,The percentage of bases for which the Phred value was larger than 20 and 30, respectively; GC content, the sum of the number of bases G and C was calculated as a percentage of the total base number. WT, the wildtype of ZhongHua11; *OsRUS1-OX*, the *OsRUS1-GFP* Overexpression transgenic line.

The clean reads of all samples were mapped to the rice genome using TopHat^25^. About 84.83% to 88.7% of the total reads from the RNA-seq data of all the samples was mapped uniquely to the genome, while a small proportion of reads (1.17–2.13%) was mapped multiple times to the genome (Supplementary Table S2). The total reads of each sample were aligned to different regions of the rice reference genome, and the distribution ratio of reads that mapped to exons, introns and intergenic regions was analyzed. In the three WT libraries and the three *OsRUS1-OX* libraries, the number of reads that mapped to exons was greater than 90% (Supplementary Figure S4). The distribution and density of total mapped reads to rice chromosomes was also determined (Supplementary Figure S4). The number of reads that mapped to each chromosome, relative to chromosome length, showed that the reads were evenly distributed to each chromosome of rice (Supplementary Figure S5).

### Pearson correlation analysis between RNA-Seq samples

Correlation of gene expression levels between samples is an important indicator for results reliability and sample selection reasonability. The more the correlation coefficient approximates 1, the higher the similarity of expression patterns between samples is. The ENCODE (Encyclopedia of DNA Elements) scheme suggests that, under ideal sampling and experimental conditions, the square (R^2^) of the Pearson correlation coefficient should be greater than 0.92^26,27^. 

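The square of Pearson's correlation coefficient of log10(FPKM + 1) over all features was computed for the 15 pairs of libraries. In the 9 pairs of a WT and an OsRUS1-OX library, R2 ranged from 0.923 (WT replicate 2 with OsRUS1-OX replicate 2) to 0.948 (WT replicate 1 with OsRUS1-OX replicate 1). All 9 values lay below the 6 values of pairs of the same genotype, the lowest of which was 0.963. These are correlations across genes, which are not independent replicates. Over features with an FPKM of at least 1 in any library, R2 was between 0.798 and 0.859 for pairs of different genotypes and between 0.904 and 0.946 for pairs of the same genotype.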

The R^2^ values between WT and *OsRUS1-OX* samples were greater than 0.92 and less than 0.95, and also less than that of the three WT samples and the three *OsRUS1-OX* samples, respectively. This indicated that there were differences in expression levels between WT and *OsRUS1-OX* (Fig. 2). The R^2^ values between the three WT samples were very close, which showed that the expression levels in those samples were similar. 

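Among the WT libraries, R2 was 0.963 for replicates 1 and 2, 0.971 for replicates 1 and 3 and 0.964 for replicates 2 and 3. Among the OsRUS1-OX libraries, the corresponding values were 0.972, 0.979 and 0.98. The replicates were treated as separate libraries, since the counts of every pair differed by more than the sampling noise, with a chi-square per degree of freedom between 9.38 and 30.7.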

The same was true between the three *OsRUS1-OX* samples (Fig. 2). This indicated that our RNA-Seq analysis assay was reliable and that the selected samples were reasonable.

**Figure 2:**
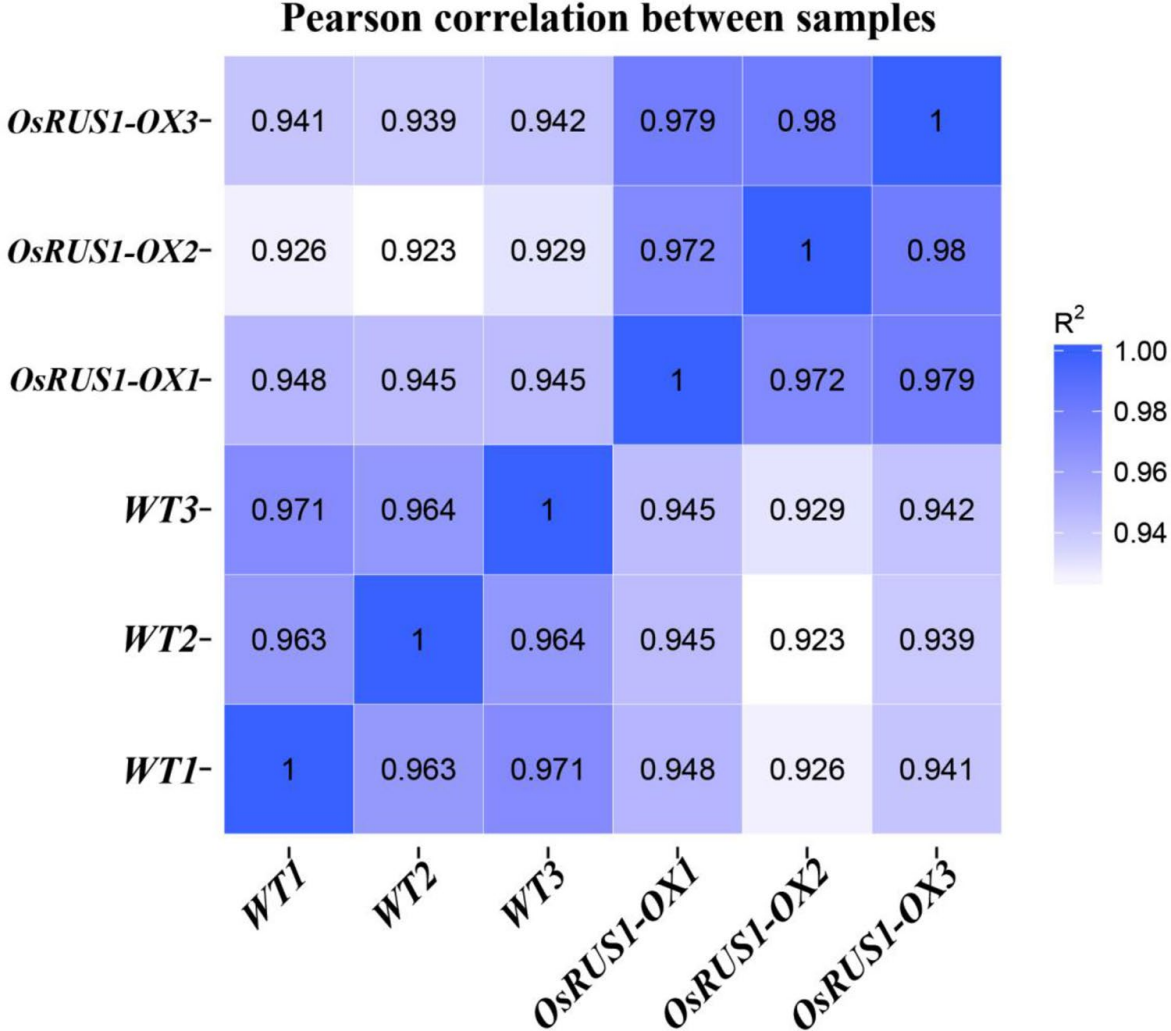
Pearson correlation between WT and *OsRUS1-OX* RNA-Seq data.The change of the square (R^2^) value of the correlation coefficient of Pearson is indicated by the change of the blue color. The deeper color indicates a bigger R^2^ value and a higher correlation between samples. WT, the wildtype of ZhongHua11; *OsRUS1-OX*, the *OsRUS1-GFP* Overexpression transgenic plant.

### The general gene expression profiles of WT and *OsRUS1-OX*

The most direct assessment of gene expression level is transcript abundance: the higher the transcript abundance, the higher the level of gene expression. In our RNA-Seq analysis, we estimated the level of gene expression by mapping the sequence reads to a genome region or a gene exon region. The count of reads should be proportional to the true gene expression level, but is also influenced by the length of the gene and sequencing depth. Therefore, Fragments Per Kilobase of transcript sequence per Million base pairs sequenced (FPKM) values are more reliable than simple read counts for the comparison of gene expression levels between different samples^28^. Generally speaking, an FPKM value less than 3 is considered to be low expression, 3 to 15 as medium expression, and more than 15 as high expression. All of the uniquely mapped reads were used for calculating the FPKM values (Table 2). Compared to WT, the number of low expression genes slightly decreased in *OsRUS1-OX* (WT 82.99%, *OsRUS1-OX* 82.54%), while the number of high expression genes slightly increased in *OsRUS1-OX* (WT 8.73%, *OsRUS1-OX* 9.16%) (Table 2). 

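Over all features, the share with an FPKM under 3 was 83.0% ± 0.193 (SD, n = 3 libraries) in WT and 82.5% ± 0.143 (SD, n = 3) in OsRUS1-OX, a difference of -0.45 percentage points. Every OsRUS1-OX library lay below every WT library, which gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. The share with an FPKM over 15 was 8.73% ± 0.227 (SD, n = 3) in WT and 9.15% ± 0.0517 (SD, n = 3) in OsRUS1-OX, a difference of 0.421 percentage points, again without overlap between the genotypes (exact permutation test, two-sided, p = 0.1). The share under FPKM 3 depended most on which features were counted: among features with at least 1 read in any library it was 51.1% in WT and 49.9% in OsRUS1-OX. After the FPKM values were rescaled by the TMM factors, the differences were -0.22 and 0.132 percentage points.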

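Of the 19694 features tested, 8360 (42.4%) had normalized counts that did not overlap between the 3 WT and the 3 OsRUS1-OX libraries, where a random assignment of the libraries gives 10%. The median log2 fold change over all tested features was -0.01.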

According to the FPKM distribution and FPKM density distribution data between WT and *OsRUS1-OX*, only a small number of genes had altered expression patterns (Supplementary Figure S6).

**Table 2:** Statistics of genes in different expression-level interval.

FPKM interval	WT1	WT2	WT3	*OsRUS1-OX*_1	*OsRUS1-OX*_2	*OsRUS1-OX*_3
0–1	71,691 (78.63%)	71,912 (78.87%)	71,524 (78.44%)	71,078 (77.95%)	71,436 (78.35%)	71,278 (78.17%)
1–3	3964 (4.35%)	3939 (4.32%)	3976 (4.36%)	4051 (4.44%)	3954 (4.34%)	3977 (4.36%)
3–15	7675 (8.42%)	7491 (8.22%)	7478 (8.20%)	7758 (8.51%)	7419 (8.14%)	7547 (8.28%)
15–60	5846 (6.41%)	5683 (6.23%)	5998 (6.58%)	6105 (6.70%)	6137 (6.73%)	6196 (6.80%)
> 60	2004 (2.20%)	2155 (2.36%)	2204 (2.42%)	2188 (2.40%)	2234 (2.45%)	2182 (2.39%)

FPKM, expected number of Fragments Per Kilobase of transcript sequence per Million base pairs sequenced. WT, the wildtype of ZhongHua11; *OsRUS1-OX*, the *OsRUS1-GFP* Overexpression transgenic line.

### The differentially expressed genes identified between WT and *OsRUS1-OX*

The molecular basis of the dynamic leaf rolling phenotype of *OsRUS1-OX* may be facilitated by the genes that are differentially expressed between WT and *OsRUS1-OX*. In our experiments, there were a total of 2920 differentially expressed genes identified, of which 1660 were upregulated and 1260 were downregulated (Supplementary Table S3). 

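At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 4644 of the 19694 tested features differed between the genotypes. Of these, 2328 were higher and 2316 were lower in OsRUS1-OX, and 4633 had no overlap between the libraries of the genotypes. The number moved most when OsRUS1-OX replicate 3 was left out, to 2399 genes. The test of the paper, DESeq on all features, was re-implemented from its description and gave 2924 genes, 1686 higher and 1238 lower. Supplementary Table S3, as read here, lists p-values for 1998 of the paper's differentially expressed genes. Of these, 1915 passed the filter on low counts and 1871 were among the 4644, 1870 of them with the direction of the paper and 1 without a finite log2 fold change in that table. Genes with at least 10 reads in every library of the higher genotype were ranked by fitted log2 fold change. The largest increases were found for RAB21 (OS11G0454300), RAB16B (OS11G0454200) and OS01G0910800, and the largest decreases for OS05G0567600, OS07G0561800 and OS06G0320200. Lower bounds computed against 3 reads gave another order. OS01G0910800 was at least 861-fold and RAB21 at least 656-fold higher. Among the named genes with such a bound, OS07G0561800 was at least 27.6-fold, OS02G0636600 at least 19.2-fold and OS05G0567600 at least 13.2-fold lower.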

A hierarchical clustering of the differentially expressed genes was made according to the log_10_(FPKM + 1) values of the two samples (Fig. 3). In this analysis, we observed that the number and fold change level of upregulated genes exceeded that of downregulated genes.

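The median absolute log2 fold change was 1.30 over the genes higher in OsRUS1-OX and 0.91 over the genes lower in OsRUS1-OX, a ratio of 1.43. The higher genes made up 50.1% of the differentially expressed genes. With the library totals alone in place of the TMM factors this share was 58.8%, and with a filter of at least 10 counts in every library it was 48.2%, with 1860 genes higher and 1997 lower. That filter removes every gene without reads in 1 genotype, so the change itself affects which genes it keeps.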

**Figure 3:**
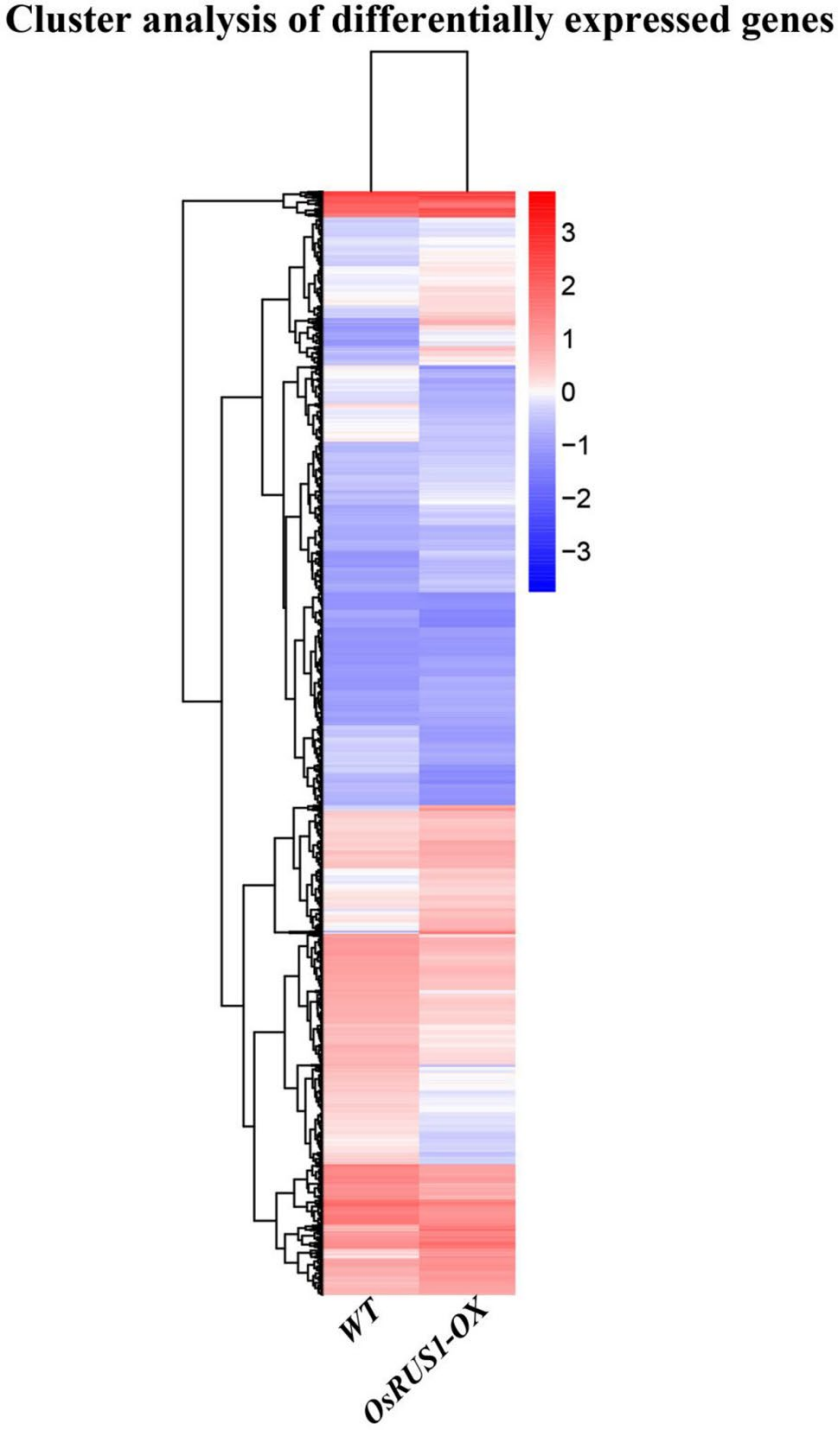
Hierarchical clustering of the differentially expressed genes between WT and OsRUS1-OX. The RNA-seq data derived from WT and *OsRUS1-OX* based on log_10_(FPKM + 1) values were utilized. The blue bands represent down regulated genes, and the red bands represent up regulated genes. WT, the wildtype of ZhongHua11; *OsRUS1-OX*, the *OsRUS1-GFP* Overexpression line.

The relative expression levels (log_2_(ratios)) of the differentially expressed genes were analyzed by a cluster analysis based on the K-means method^29^. Eight expression clusters of differentially expressed genes were identified (Fig. 4). 

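The differentially expressed genes from edgeR's test were grouped into 8 clusters by k-means on the log2 ratio of the mean FPKM in OsRUS1-OX to that in WT, after 31 genes listed at 0 in 1 genotype had been set aside. The largest cluster of higher genes held 1119 genes with log2 ratios between 0.41 and 1.31 and a centre at 0.87. It was the second largest of the 8 clusters. With a pseudocount of 0.00001 FPKM, under which no gene was set aside, it held 1247 genes.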

The most abundant group was subcluster 5, with 1241 genes that showed a positive slope and were expressed at the highest levels in *OsRUS1-OX*. 

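The other clusters of higher genes were smaller the larger their amplitude was. They held 634 genes around a log2 ratio of 1.77, 331 around 2.91, 152 around 4.51 and 62 around 7.22.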

The upregulation amplitudes of the relative expression levels of genes in subcluster 1 were larger than those in subcluster 3 and subcluster 5. 

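The largest of the 8 clusters was made of lower genes, 1538 with log2 ratios between -1.08 and -0.27 and a centre at -0.66.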

The second most abundant group was subcluster 7, with 769 genes that showed a negative slope and were downregulated in *OsRUS1-OX*. Subcluster 2, subcluster 4, subcluster 6 and subcluster 8 showed a similar pattern with subcluster 7, but the downregulated amplitudes of the relative expression levels of genes in subcluster 2 were the largest.

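The remaining clusters of lower genes held 647 genes around a log2 ratio of -1.49 and 130 genes around -3.07, the latter with ratios down to -8.06.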

**Figure 4:**
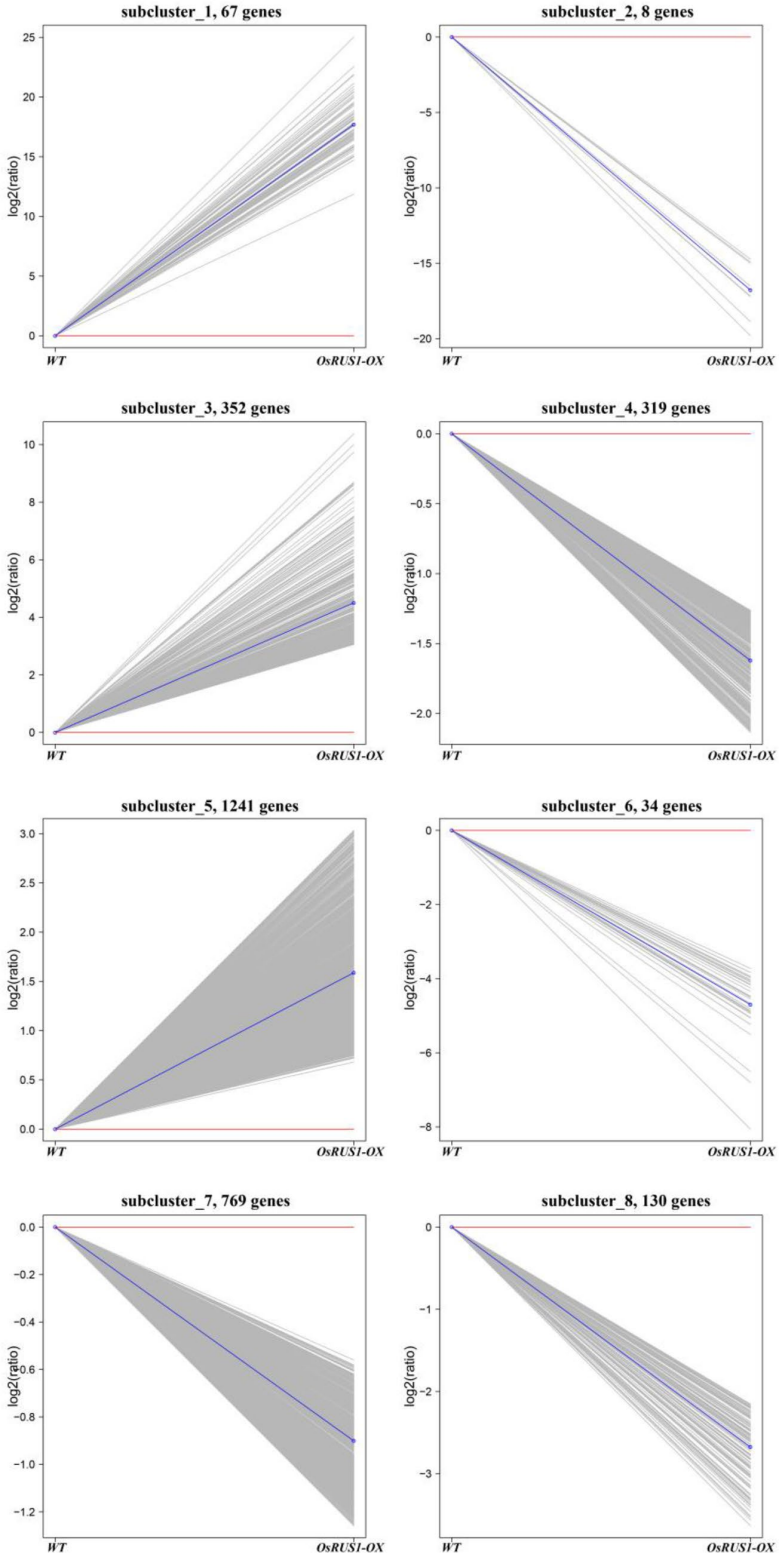
The k-means clustering of differentially expressed genes between WT and *OsRUS1-OX*. The eight major clusters obtained by K-means algorithm, representing upregulated (1, 3, 5), and downregulated (2, 4, 6, 7, 8) clusters. Expression ratios are expressed as Log_2_. WT, the wildtype of ZhongHua11; *OsRUS1-OX*, the *OsRUS1-GFP* Overexpression transgenic line.

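A gene was taken as expressed in a genotype when its mean FPKM over the 3 libraries was above 1. Under this rule 1385 genes were expressed in OsRUS1-OX alone and 1029 in WT alone. Of these, 486 and 181 were differentially expressed in edgeR's quasi-likelihood test at an adjusted p under 0.05. The counts depended most on the rule: 31 genes had at least 10 reads in each OsRUS1-OX library and none in any WT library, and 1 gene had the reverse.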

1385 genes were expressed only in *OsRUS1-OX*, and 1029 genes were expressed only in WT. Although there were more genes (18,551) expressed in both samples, only some of them were quantitatively regulated at different levels (see Supplementary Table S4 for the gene list for each category). 

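A mean FPKM above 1 in both genotypes was found for 18551 genes, of which 3868 were differentially expressed in edgeR's test.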

From the patterns of gene expression, we predicted that the upregulation and downregulation of some genes might be the cause of the rapid and dynamic leaf rolling phenotype of *OsRUS1-OX* in response to sunlight.

In order to clarify their functions, genes that were significantly differentially expressed between WT and *OsRUS1-OX* were classified into different functional categories using GOseq^30^. The annotations were verified and integrated using gene ontology (GO) classification (http://www.geneontology.org/). All of the significantly differentially expressed genes between WT and *OsRUS1-OX* were categorized into one of the three main categories (biological process, cellular component, and molecular function) of the GO classification (Supplementary Table S5). For genes that were upregulated in *OsRUS1-OX*, the top 30 most-enriched GO terms included: 19 terms in the biological process GO category; one term in the cellular component GO category; and ten terms in the molecular function GO category. Of these, three GO terms were significantly enriched: “oxidoreductase activity, acting on the aldehyde or oxo group of donors, disulfide as acceptor” (GO: 0016624, p = 4.5E−02) in the molecular function category; and, “response to water stimulus” (GO: 0009415, p = 4.5E−02) and “response to oxygen-containing compound” (GO: 1901700, p = 4.5E−02) in the biological process category (Fig. 5A). 

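Of the 6 genes that Supplementary Table S5 lists under oxidoreductase activity with disulfide as acceptor, 5 passed the filter on low counts and all 5 were higher in OsRUS1-OX, both with the adjustment over all tested genes and over the list alone. Since the list is made of the paper's own differentially expressed genes, the second count shows no stability. The log2 fold changes lay between 1.04 (OS07G0695800, standard error 0.24, adjusted p = 0.017 from edgeR's quasi-likelihood test) and 3.54 (OS06G0246500, standard error 0.37, adjusted p = 0.00091 from the same edgeR test). OS07G0695800 stayed past the threshold in 4 of the 6 fits that each left out 1 library. Without a filter on low counts, all 6 listed genes were called.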

For genes that were downregulated in *OsRUS1-OX*, the top 30 most-enriched GO terms included: 10 GO terms in the biological process GO category; 3 terms in the cellular component GO category; and 17 terms in the molecular function GO category (Fig. 5B).

**Figure 5:**
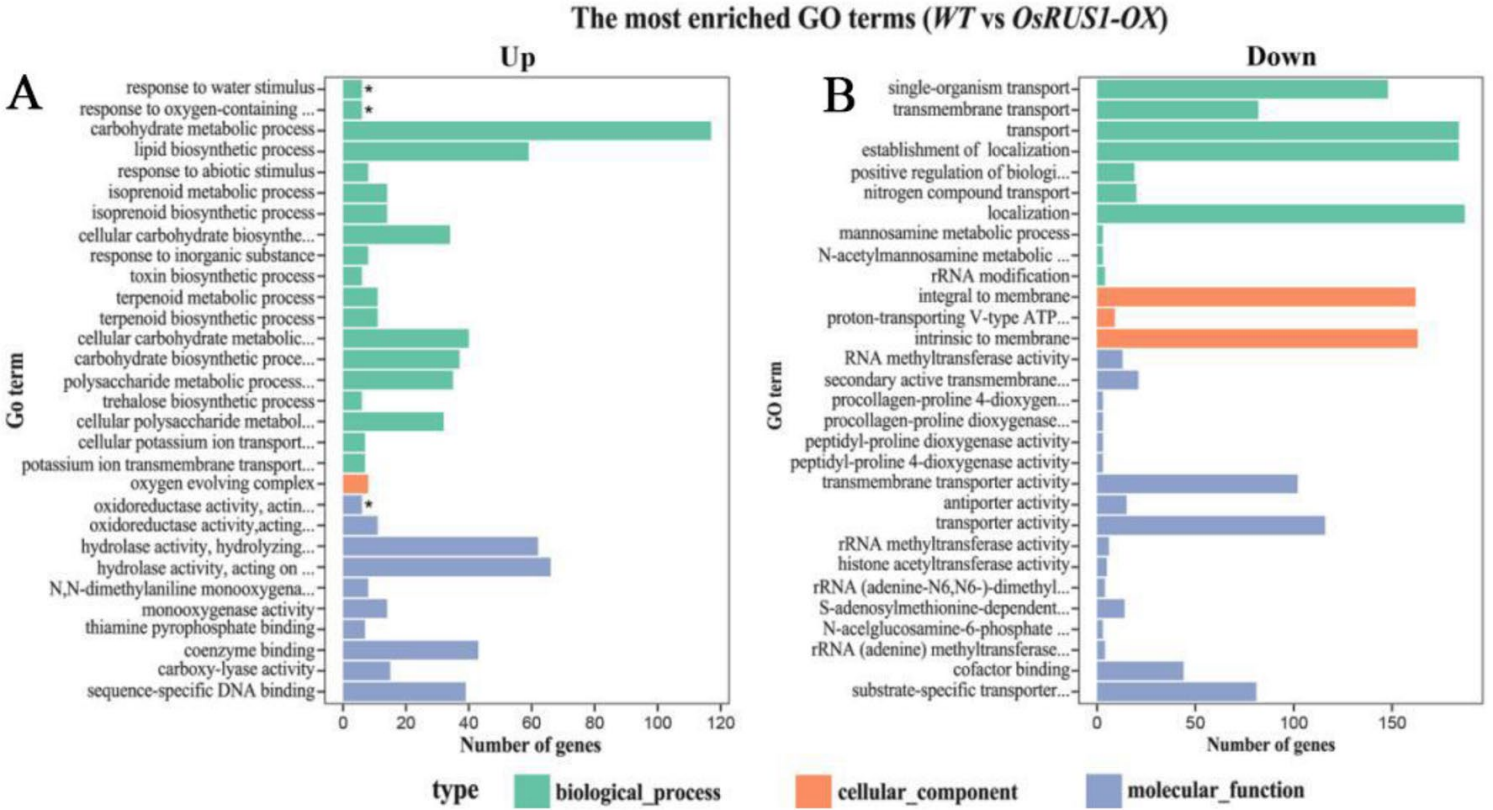
Histogram of Gene Ontology (GO) classification of differential expressed genes between WT and *OsRUS1-OX*. The results are summarized in three main categories: biological process (BP), cellular component (CC), and molecular function (MF), shown in green, red, and blue, respectively. The Y-axis indicates enriched Gene Ontology (GO) terms; the X-axis indicates the number of differential genes in a category; *, significantly enriched GO term. A. significantly enriched Gene Ontology (GO) terms in the upregulated genes in the leaves of *OsRUS1-OX* as compared to WT; B. significantly enriched Gene Ontology (GO) terms in the downregulated genes in the leaves of *OsRUS1-OX* as compared to WT *OsRUS1-OX*. WT, the wildtype of ZhongHua11; *OsRUS1-OX*, the *OsRUS1-GFP* Overexpression transgenic line.

In organisms, the expression of different genes is typically coordinated so that they may properly execute their biological functions. The roles of the differentially expressed genes in biochemical metabolic pathways and signal transduction pathways can be identified by assessing which pathways show significant enrichment. To identify the biological pathways that may be active in the process of leaf rolling in *OsRUS1-OX*, the differentially expressed genes were mapped to reference pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.ad.jp/kegg/)^31^. The analysis of significantly enriched pathways was conducted using KOBAS (2.0), where an FDR of ≤ 0.05 indicated a significant enrichment of differentially expressed genes in a pathway. The differentially expressed genes between WT and *OsRUS1-OX* were assigned to 110 KEGG pathways (Supplementary Table S6). The most significantly enriched 20 pathways were selected and displayed in a scatter diagram (Supplementary Figure S7). The classifications indicated that several pathways were significantly differentially regulated between WT and *OsRUS1-OX*, such as carotenoid synthesis (dosa00906), photosynthesis (dosa00195), and plant hormone signal transduction (dosa04075). 

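Of the 17 genes listed for photosynthesis (dosa00195) in Supplementary Table S6, 11 were higher and 4 were lower in OsRUS1-OX at an adjusted p under 0.05 in edgeR's test. Their log2 fold changes ranged from -0.97 to 5.95, with a median of 0.80. When 1 library at a time was left out, between 6 and 12 of them were called as higher.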

The pathways with the largest number of differentially expressed genes were the metabolic pathways (dosa01100) and the biosynthesis of secondary metabolites (dosa01110), with 219 and 140 regulated members, respectively. These annotations provided a valuable resource for investigating specific processes, functions and pathways involved in the rapid and dynamic leaf rolling of *OsRUS1-OX*.

### Comparative analysis of metabolic pathways between WT and *OsRUS1-OX*

To understand functional insights of all DEGs, MapMan pathway annotator (version3.6.0RC1) was used for the metabolic and regulatory pathway analysis of DEGs (Supplementary Table S7)^32^. 

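The genes that Supplementary Table S8 assigns to these processes were counted by direction in edgeR's test, and gene members are not named here. In the cell wall bins, 10 genes were higher and 3 lower in OsRUS1-OX. The C3 cycle had 5 higher and 4 lower genes, glycolysis had 4 higher and 5 lower, and fatty acid synthesis had 8 of each. With 1 library left out, glycolysis had between 1 and 4 higher and between 3 and 5 lower genes, and fatty acid synthesis between 3 and 8 higher and between 7 and 8 lower. Lipid degradation had 10 higher genes and 1 lower gene out of 12 tested, and raffinose and galactinol synthesis had 3 higher genes and 1 lower gene. All 7 genes of mitochondrial electron transport were higher, with log2 fold changes between 0.92 and 1.96, and at least 5 of them were called in each fit that left out 1 library.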

General metabolism analysis displayed that most DEGs in cell wall proteins, cell wall modification, cell wall degradation, cellulose synthesis, C3 cycle, glycolysis pathway, fatty acid synthesis, lipid degradation, raffinose biosynthesis, galactinol biosynthesis were up-regulated in leaves of *OsRUS1-OX.* Results showed that transcripts of ATP synthesis in mitochondrial electron transport were significantly up-regulated in leaves of *OsRUS1-OX* (Fig. 6A, Supplementary Table S8). Metabolism regulations were mainly involved in transcription regulation, postranslational modification, protein degradation, signal receptor kinases and hormone regulation, etc. 

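Among the 73 receptor kinase genes of the regulation overview, 35 were higher and 38 were lower in OsRUS1-OX. When 1 library was left out, between 23 and 33 were called as higher and between 31 and 37 as lower. With at least 10 counts in every library, 22 were higher and 27 lower. OS07G0568700 had no read in WT and was at least 9.16-fold higher in OsRUS1-OX, and OS01G0137700 was at least 9.13-fold lower. Of the 83 genes under hormone metabolism, 78 were tested, of which 48 were higher and 28 lower. OS05G0355400 had the largest increase, from 13.1 ± 7.95 normalized counts (SD, n = 3 libraries) in WT to 2880 ± 1300 (SD, n = 3) in OsRUS1-OX, a log2 fold change of 7.74 (standard error 0.54, adjusted p = 0.00023 from edgeR's quasi-likelihood test). OS02G0636600 was at least 19.2-fold lower.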

(Fig. 6B, Supplementary Table S9). The transcripts of biosynthesis and degradation of IAA, ABA and Ethylene were either up or down regulated in leaves of *OsRUS1-OX.* And the transcripts of some receptor like kinases were also significantly up or down regulated in leaves of *OsRUS1-OX* (Fig. 6B, Supplementary Table S9)*.* In photosynthesis pathway analysis, light harvesting chlorophyll a binding protein family and photosystem II subunit protein family genes were significantly up regulated in leaves of *OsRUS1-OX* (Fig. 6E, Supplementary Table S12)*.* These results indicated that plant hormones, light sensing and receptor like kinases played important roles in rapid leaf rolling in *OsRUS1-OX.*

**Figure 6:**
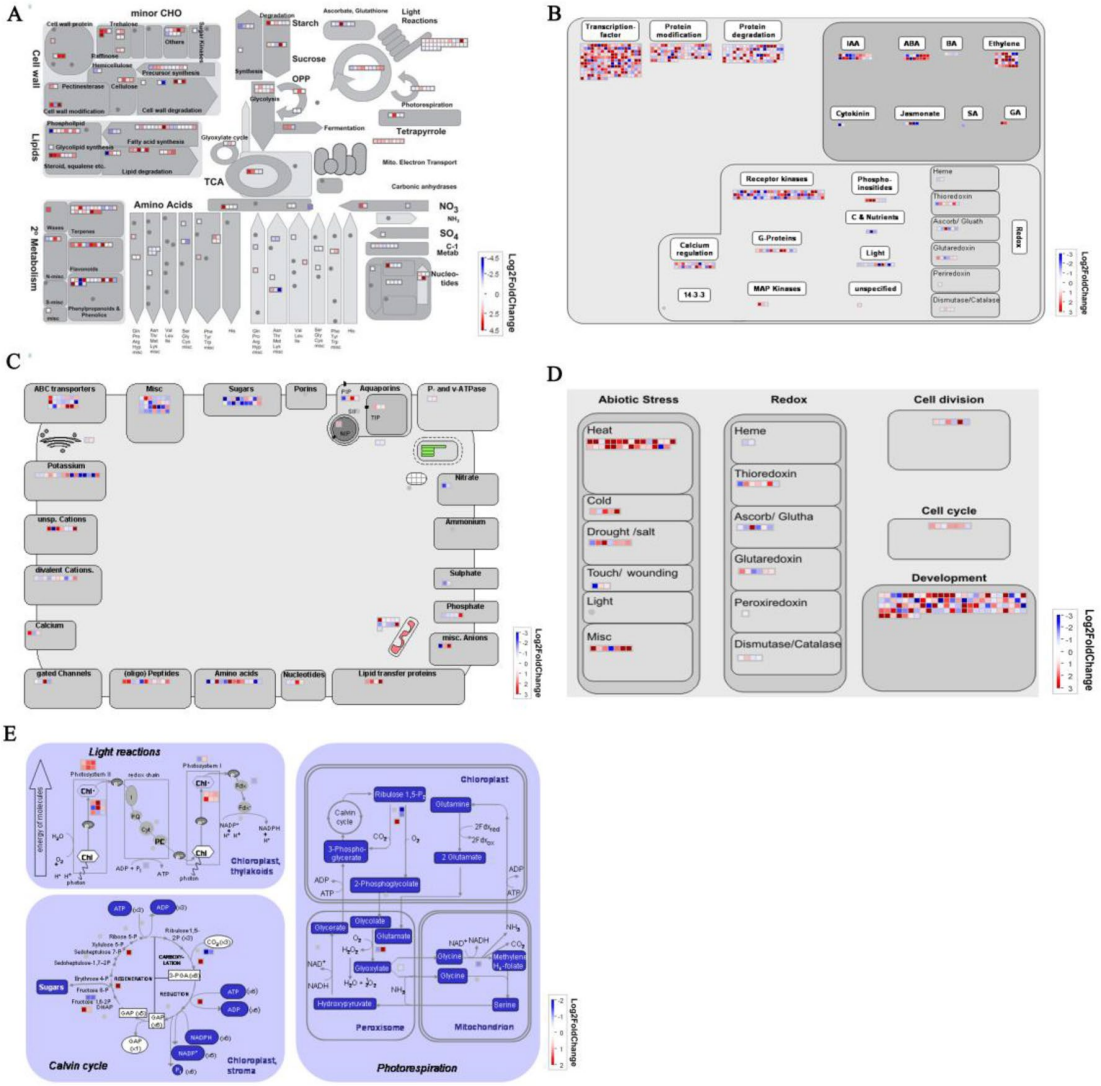
Mapman analysis of differentially expressed genes of WT vs *OsRUS1-OX*. (**A**) metabolism overview; (**B**) regulation overview; (**C**) transport overview; (**D**) cellular response overview; (**E**) photosynthesis. Up- and Down- regulated DEGs are represented with blue and red squares, respectively with log_2_ (Fold Change values).

The leaf rolling of *OsRUS1-OX* might also relate to its increased transportation across plasma membrane. 

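Supplementary Table S10 lists 21 genes in the bin of ABC transporters and multidrug resistance systems. In edgeR's test, 19 of them passed the filter on low counts, 6 were higher in OsRUS1-OX and 12 were lower. OS03G0281900 had no read in WT and 9, 29 and 22 reads in the OsRUS1-OX libraries, at least 4.28-fold higher, and was removed by the filter. Without the filter its log2 fold change was 7.19 (adjusted p = 0.0019 from edgeR's quasi-likelihood test, with a range of 7.2e-05 to 0.025 over the settings that tested it). The gene given as PDR11, OS02G0318500, which the text also names OsPDR4, had the largest increase in the bin among tested genes, with a log2 fold change of 3.14 (standard error 0.62, adjusted p = 0.0098 from the edgeR test). The first of the genes given as PDR12, OS09G0332700, had a log2 fold change of 1.18 (standard error 0.25, adjusted p = 0.012 from the edgeR test), and the second, OS09G0333500, had at most 2 reads per WT library and at most 15 in OsRUS1-OX and was also removed by the filter. ABCB1 (OS08G0564300) had a log2 fold change of 1.28 (standard error 0.41) with an adjusted p of 0.059 in edgeR's test, which did not pass the threshold. The WBC11 entries OS12G0411700 and OS04G0528300 had log2 fold changes of 2.12 (standard error 0.52, adjusted p = 0.023 from the edgeR test) and 0.93 (standard error 0.22, adjusted p = 0.021 from the edgeR test), and stayed past the threshold in 2 and 3 of the 6 fits that each left out 1 library. The largest decrease in the bin was that of OS01G0279400, with a log2 fold change of -3.90 (standard error 0.42, adjusted p = 0.001 from the edgeR test).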

According to the transport overview, 21 genes in ABC (ATP BINDING CASSETTE) transporters and multidrug resistance systems with ATPase coupled to transmembrane movement of substances were significantly up-regulated in *OsRUS1-OX* (Fig. 6C, Supplementary Table S10)*.* For example, *Os03g0281900* up-regulated 17.9 times, *PDR11* (*PLEIOTROPIC DRUG RESISTANCE 11*), *PDR12*, *ABCB1* and *WBC11* (*WHITE-BROWN COMPLEX 11*) up-regulated more than two times compared with wildtype. 

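In the bin of unspecified cation transport, 4 genes were higher and 3 lower in OsRUS1-OX. The counts were 6 higher and 8 lower for potassium transport, 5 and 5 for metal transport, 3 and 8 for MATE efflux proteins and 6 and 11 for sugar transport. OS07G0561800 had 33, 122 and 63 reads in WT and 1, 0 and 0 in OsRUS1-OX, at least 27.6-fold lower (adjusted p = 0.00084 from edgeR's quasi-likelihood test). OS11G0637100 had 4, 7 and 6 reads in WT and none in OsRUS1-OX, at least 2.21-fold lower, and was removed by the filter on low counts. Without that filter it passed the threshold (adjusted p = 0.0087 from edgeR's test, with a range of 0.0058 to 0.0092 over the settings that tested it). The largest decrease in the metal bin was that of OS12G0562100, from 1980 ± 302 to 563 ± 51.1 normalized counts (SD, n = 3 libraries each).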

While genes in non-specific cation transport system, divalent cationic transport system, mate efflux family protein, potassium and calcium ion transport system were significantly down-regulated in *OsRUS1-OX.* For example, *Os07g0561800*, *Os11g0637100* down-regulated 8.1 and 6.3 times compared with wildtype, respectively (Fig. 6C, Supplementary Table S10). The substance transportation change across plasma membrane of *OsRUS1-OX* is possibly the cause of rapid leaf rolling phenotype under sunlight.

There were 29 heat stress response genes identified in DEGs. 

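Of the 29 genes listed under heat stress in Supplementary Table S11, 28 passed the filter on low counts. In edgeR's test, 25 were higher and 3 were lower in OsRUS1-OX, with a median log2 fold change of 1.80. The largest increase was found for OS04G0107900, from 4.22 ± 1.07 normalized counts (SD, n = 3 libraries) in WT to 525 ± 201 (SD, n = 3) in OsRUS1-OX, a log2 fold change of 6.92 (standard error 0.41, adjusted p = 0.00015 from edgeR's quasi-likelihood test). The largest decrease was that of OS08G0452900, with a log2 fold change of -2.78 (standard error 0.34, adjusted p = 0.0015 from the same edgeR test). Between 23 and 26 of the listed genes were called as higher when 1 library was left out.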

Most of them encoded heat shock proteins, and they were up-regulated in *OsRUS1-OX.* These may explain the rapid response of *OsRUS1-OX* leaves to sunlight. Germin-like protein family genes, which play important roles in abiotic stresses^33^, were also obviously up-regulated in *OsRUS1-OX.* The *LATE EMBRYOGENESIS ABUNDANT* (*LEA*) genes were significantly down-regulated in *OsRUS1-OX* (Fig. 6D, Supplementary Table S11)*.* The leaf rolling/expanding is dependent on the water dehydration/absorption of bulliform cells. 

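All 4 germin-like genes listed in Supplementary Table S11 were higher in OsRUS1-OX in edgeR's test. OS01G0284500 had no read in WT and was at least 10.2-fold higher, and OS02G0532500 had the smallest change, with a log2 fold change of 1.83 (standard error 0.19, adjusted p = 0.00091 from edgeR's quasi-likelihood test). All 7 listed LEA genes were higher in OsRUS1-OX, and between 4 and 7 were called when 1 library was left out. With at least 10 counts in every library, 3 were called. OS03G0168100, with a single read in WT, was at least 111-fold higher. OS03G0843300 had the smallest change, a log2 fold change of 0.70 (standard error 0.19, adjusted p = 0.031 from the edgeR test), and stayed past the threshold in 3 of the 6 fits with 1 library left out.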

The highly expressed *LEA* of *OsRUS1-OX* may cause the more rapid water dehydration/absorption of bulliform cells response to sunlight/shading. Thus, the rapid leaf rolling/expanding phenotype of *OsRUS1-OX* was observed under sunlight/shading.

### The verification of RNA-Seq data by qRT-PCR

In order to verify the differentially expressed genes identified by RNA-seq, qRT-PCR assays for 15 selected genes were performed on independently collected samples that were in the same developmental stage as those used for the RNA-Seq analysis. The 15 genes, *Os02g0669100* (*DEHYDRIN*), *Os05g0542500* (*LEA3*), *Os11g0454300* (*RAB21*) and *Os11g0454200* (*RAB16B*)^34–38^, *Os03g0319400* (*CBL-INTERACTING PROTEIN KINASE 3*, *OsCIPK3*)^39,40^, *Os06g0701700* (*HIGH AFFINITY K*^+^ *TRANSPORTER 1*, *OsHKT1*)^41,42^, *Os07g0666900* (*Na*^+^*/H*^+^ *ANTIPORTER* 1, *OsNHX1*)^43–45^, *Os02g0194700* (*LIPOXYGENASE*)^46^, *Os01g0919800* (*OsPIN5A*)^47,48^, *Os07g0147500* (Photosystem II *PsbR*)^49,50^, *Os04g0414700* (Photosystem I *PsaO*)^51–53^, *Os01g0741900* (*IAA6*)^54^, *Os02g0557800* (Signal transduction response regulator)^55,56^, *Os02g0318450* (ABC transporter-like domain containing protein) and *Os02g0318500* (*OsPDR4*)^57,58^, were chosen because of their potential function in rice leaf rolling. 

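In the sequenced libraries, 12 of the 15 genes chosen for qRT-PCR were higher and 3 were lower in OsRUS1-OX at an adjusted p under 0.05 in edgeR's test, and 13 of them kept the call in all 6 fits that each left out 1 library. OsCIPK3 (OS03G0319400) fell from 7340 ± 1820 normalized counts (SD, n = 3 libraries) in WT to 811 ± 333 (SD, n = 3) in OsRUS1-OX, OsPIN5A (OS01G0919800) from 952 ± 224 to 169 ± 18.8, and the response regulator OS02G0557800 from 1740 ± 415 to 570 ± 291. The log2 fold change of OS02G0557800 was -1.61 (standard error 0.35, adjusted p = 0.014 from edgeR's quasi-likelihood test). Among the higher genes, LIPOXYGENASE (OS02G0194700) had 274, 529 and 27 reads in WT against at least 25648 in each OsRUS1-OX library, a log2 fold change of 6.47 (standard error 0.92, adjusted p = 0.0026 from the edgeR test). The log2 fold changes were 5.84 for OsHKT1 (OS06G0701700), 2.62 for OsNHX1 (OS07G0666900), 2.46 for IAA6 (OS01G0741900), 1.59 for PsaO (OS04G0414700) and 3.24 for OS02G0318450. PsbR (OS07G0147500) rose by 2.51 (standard error 0.57, adjusted p = 0.017 from the edgeR test) and kept the call in 3 of the 6 fits with 1 library left out. OsACTIN1 (OS03G0718100), the reference gene of the qRT-PCR assays, had between 12 and 55 reads per library and a log2 fold change of -0.56 (standard error 0.49, adjusted p = 0.46 from the edgeR test). Its direction was the reverse, 0.25, without WT replicate 2.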

Among the selected 15 differentially expressed genes, 12 genes showed increased expression and 3 genes showed decreased expression in the *OsRUS1-OX*. All of the 15 genes showed the same expression patterns in the qRT-PCR assays as in the RNA-Seq data (Fig. 7). The gene expression patterns between qRT-PCR and RNA-Seq data were well matched, indicating that the RNA-Seq data were credible.

**Figure 7:**
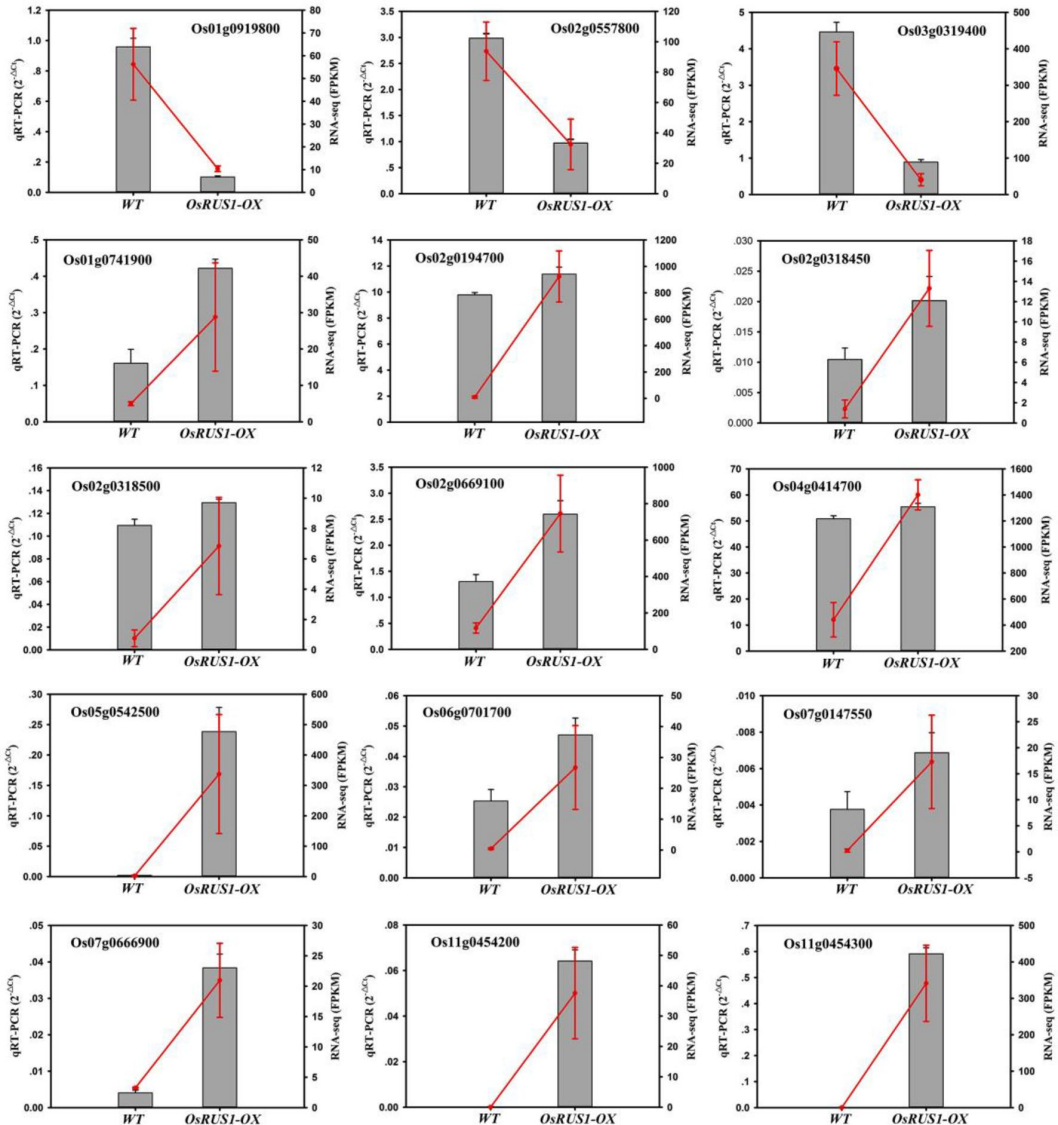
Verification of differentially expressed genes between WT and *OsRUS1-OX* by qRT-PCR. Note: Histograms represent the results of the qRT-PCR assays, using the 2^−ΔCt^ algorithm, with the scale on the left ordinate of each graph. Red dots represent the results of the FPKM analyses, with the scale on the right ordinate of each graph. WT, the wildtype of ZhongHua11; *OsRUS1-OX*, the *OsRUS1-GFP* Overexpression transgenic plant.

## Discussion

### The rapid and dynamic leaf rolling phenotype of the *OsRUS1-OX* rice transgenic line

Other phenotypes of the *OsRUS1-OX* rice transgenic lines were observed, such as: The length of the flag leaf of *OsRUS1-OX* is not significantly different from that of WT, but its width is significantly narrower than that of WT; The leaf angle of *OsRUS1-OX* is significantly larger than that of WT throughout the developmental period; The seed setting rate of *OsRUS1-OX* is slightly lower than that of WT, but its panicle is significantly longer than that of WT (data not shown), etc. In this study, we focused on the rapid and dynamic leaf rolling phenotype of *OsRUS1-OX*. The leaf rolling phenotype in rice is one of the most important agronomic traits. Moderate leaf rolling is an important part of ideotype for breeding higher productivity rice cultivars. Therefore, finding the leaf rolling phenotype and understanding the mechanisms behind it should be of practical value, and it also has the meaning as basic scientific research. The causes of leaf rolling phenotypes in rice can be divided into rice leaf developmental-gene mutation related and environmental factor induced types. Most of the rice leaf rolling phenotypes reported are due to rice leaf developmental-gene mutations, while only a few rice-leaf rolling phenotypes are caused by environmental factors. We observed that the leaves of *OsRUS1-OX* plants would roll under sunlight, and expand under shading. Additionally, the rolled to expanded, or expanded to rolled, state change of *OsRUS1-OX* line leaves occurred within a few minutes of sunlight condition change (Fig. 1). To the best of our knowledge, no leaf-rolling-related function has been reported in *AtRUS* gene studies, and this rapid and dynamic sunlight induced rice leaf rolling/expanding has not been reported before.

RNA-Seq is becoming a powerful and affordable technology due to the advancement of next generation sequencing. RNA-Seq has been broadly used in many plants, such as sweet cherry^59^, rice^60^, tea^61^, winter rye^62^, and *Plumbago auriculata*^63^, to find differentially expressed genes between samples, and to dissect the mechanisms behind many observed phenotypes. In order to dissect the mechanism behind the leaf rolling phenotype in *OsRUS1-OX* lines, an RNA-Seq approach was used to find differentially expressed genes between WT and *OsRUS1-OX*. In this experiment, 2920 differentially expressed genes were identified, in which 1660 were upregulated and 1260 were downregulated (Supplementary Table S2). These differentially expressed genes belong to various GO terms (Fig. 5), in which GO: 0009415 (response to water stimulus) is the most likely class of genes involved in the leaf rolling/expanding phenotype of *OsRUS1-OX*. Furthermore, these differentially expressed genes can be assigned to 110 KEGG pathways (Supplementary Table S5). 42 of the 222 genes in the KEGG pathway dosa04075 (Plant hormone signal transduction) were detected as differentially expressed between WT and *OsRUS1-OX* (Supplementary Table S6). Plant hormone signal transduction and dehydration of bulliform cells are the causes of plant leaf rolling^64–66^. Although not all the differentially expressed genes are caused by leaf rolling phenotype of *OsRUS1-OX*, we postulated that the molecular basis of the leaf rolling of *OsRUS1-OX* was concealed in these groups of identified differentially expressed genes. Therefore, these differentially expressed genes in GO: 0009415 and dosa04075 will be key targets in our next experiments to dissect the mechanism behind this phenotype.

### The possible mechanism of rapid and dynamic leaf rolling in the *OsRUS1-OX*

The expressions of reported leaf rolling genes, such as *OsSRL1*^5^, Os*SRL2*^5^, *OsSLL1*^11^, *OsSLL2*^67^, *OsADL1* (*ADAXIALIZED LEAF1*)^68^, *OsAGO7* (*ARGONAUTES 7*)^69^, *OsACL1* (*ABAXIALLY CURLED LEAF 1*)^70^, *RL14*^71^, were data-mined in our RNA-Seq data. Our results showed that none of these genes was differentially expressed between WT and *OsRUS1-OX*, which indicated that the dynamic leaf rolling of *OsRUS1-OX* was not caused by abnormal leaf development due to changes in the expression of these genes.

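The 6 genes listed for antenna proteins (dosa00196) were all higher in OsRUS1-OX at an adjusted p under 0.05 in edgeR's test, with log2 fold changes between 0.74 and 1.39. OS02G0197600 had 33200 ± 6690 normalized counts (SD, n = 3 libraries) in WT and 55300 ± 2590 (SD, n = 3) in OsRUS1-OX, and OS07G0558400 had 12100 ± 6390 and 31800 ± 5420. Their adjusted p-values from edgeR's quasi-likelihood test were 0.031 and 0.026, and each kept its call in 2 of the 6 fits with 1 library left out. Between 3 and 6 of the genes were called across those fits. In the light-harvesting complex bins of the MapMan analysis, 7 genes were higher and 1 was lower, and in the photosystem II bin 4 were higher and 4 were lower. When 1 library was left out, 4 to 7 light-harvesting genes were called as higher and 1 as lower. For photosystem II these counts were 3 to 5 and 3 to 4.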

According to our RNA-Seq data, the expressions of six genes of the KEGG pathway "Photosynthesis—antenna proteins" were significantly increased in *OsRUS1-OX* (Supplementary Table S6), which may be the reason why *OsRUS1-OX* was more sensitive to sunlight than WT. Carotenoids are a signaling molecule precursor in the response to external stimulation of a plant^72^, and 17 genes of the KEGG pathway "Carotenoid biosynthesis" were determined to be significantly differentially expressed between WT and *OsRUS1-OX* (Supplementary Table S6). 

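Of the 17 genes listed for carotenoid biosynthesis (dosa00906), 16 were called in edgeR's test with the adjustment over all tested genes, 6 as higher and 10 as lower in OsRUS1-OX, and all 17 with the adjustment over the list alone. The list holds the paper's own differentially expressed genes, so the latter count shows no stability. The largest decrease was that of OS12G0617400, from 40.0 ± 10.9 normalized counts (SD, n = 3 libraries) in WT to 5.61 ± 0.404 (SD, n = 3) in OsRUS1-OX, a log2 fold change of -2.82 (standard error 0.34, adjusted p = 0.0015 from edgeR's quasi-likelihood test). OS07G0154100 had at most 1 read in a WT library and was at least 4.36-fold higher.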

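For plant hormone signal transduction (dosa04075), 30 of the members listed in Supplementary Table S6 were used here. All 30 were called in edgeR's test, 22 as higher and 8 as lower in OsRUS1-OX, with a median log2 fold change of 1.33. With a filter of at least 10 counts in every library, 16 were called as higher and 8 as lower. When 1 library was left out, between 19 and 22 were called as higher and between 4 and 8 as lower.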

Plant hormones are reported to be involved in the response to environmental stimuli, and 42 genes of the KEGG pathway "Plant hormone signal transduction" were differentially expressed between WT and *OsRUS1-OX* (Supplementary Table S6). Ion and water transport across bulliform cells is involved in rice leaf rolling^73^. 255 genes for “transporters” (GO: 0005215) and “antiporters” (GO: 0015297) were differentially expressed between WT and *OsRUS1-OX* (Supplementary Table S5). This indicated that the transport of ions, water and other substances were likely significantly changed between WT and *OsRUS1-OX.* The expressions of six genes of the "response to water stimulus" category (GO: 0009415) (Supplementary Table S5), and some dehydrin genes, such as *Os05g0542500* (*LEA3*), *Os11g0454300* (*RAB21*), *Os11g0454200* (*RAB16B*) and *Os02g0669100* (Supplementary Table S3), were significantly increased in *OsRUS1-OX*. This indicated that *OsRUS1-OX* plants were under physiological dehydration, and that the leaf rolling of *OsRUS1-OX* occurred in response to this physiological dehydration^74^.

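The 20 genes listed under antiporter activity were all called in edgeR's test, 5 as higher and 15 as lower in OsRUS1-OX, with log2 fold changes from -2.21 to 6.92. Across the fits that each left out 1 library, between 11 and 15 were called as lower. The list of transporter genes was not analysed here.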

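Of the 6 genes listed under response to water stimulus, 5 passed the filter on low counts and all 5 were higher in OsRUS1-OX, with log2 fold changes between 1.58 and 14.44. The smallest change was that of OS03G0655400 (log2 fold change 1.58, standard error 0.23, adjusted p = 0.0029 from edgeR's quasi-likelihood test). With a filter of at least 10 counts in every library, 2 of the genes were tested and called, and without a filter all 6 were called. RAB21 (OS11G0454300) and RAB16B (OS11G0454200), which are next to each other in the order of tested genes, had no read in WT. RAB21 had 2770 ± 879 normalized counts (SD, n = 3 libraries) in OsRUS1-OX and was at least 656-fold higher (adjusted p = 0.00021 from the edgeR test), and RAB16B had 376 ± 153 and was at least 89-fold higher (adjusted p = 0.00097 from the edgeR test). LEA3 (OS05G0542500) rose from 26 ± 7.92 to 4350 ± 2570 normalized counts (SD, n = 3 each), a log2 fold change of 7.40 (standard error 0.52, adjusted p = 0.00024 from the edgeR test). OS02G0669100 rose from 1810 ± 403 to 11000 ± 3170 normalized counts (SD, n = 3 each), a log2 fold change of 2.61 (standard error 0.27, adjusted p = 0.00088 from the edgeR test). These 4 genes kept their call in all 6 fits that each left out 1 library. The paper concludes from the increase of these genes that OsRUS1-OX plants were under physiological dehydration and that their leaves rolled in response to it. The OsRUS1-OX leaves were already rolled when picked, so the counts cannot show whether the increase came before the rolling.

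**Figure D1:**
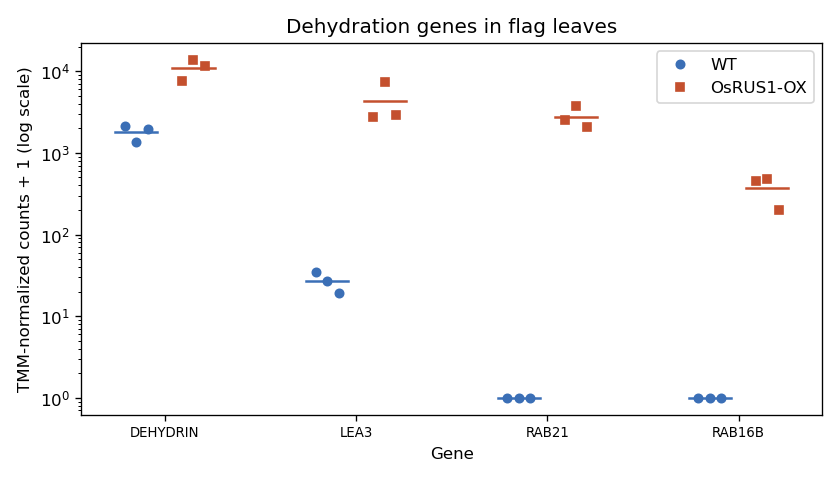
Normalized counts plus 1 (log scale) of DEHYDRIN (OS02G0669100), LEA3, RAB21 and RAB16B in flag leaves. Each circle is a WT library, each square an OsRUS1-OX library, and each line the mean of 3 libraries; every OsRUS1-OX library lies above every WT library, and RAB21 and RAB16B had 0 reads in WT.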

According to our analyses, a possible mechanism for the rapid and dynamic leaf rolling of *OsRUS1-OX* is proposed (Fig. 8). In our model, the overexpression of *OsRUS1-GFP* induces high expression of sunlight sensing genes, making the transgenic lines very sensitive to sunlight. Sunlight will gradually trigger plant hormone signal transduction, leading to activation of transporters, antiporters and dehydrins. Therefore, the leaves of *OsRUS1-OX* will sense physiological dehydration, which will cause the bulliform cells to lose water, quickly leading to leaf rolling. If the sunlight is shaded, the above pathway is still present, but there will be no sunlight to trigger it. No physiological dehydration will be detected by plant, and the bulliform cells will refill with water leading to leaf expansion.

**Figure 8:**
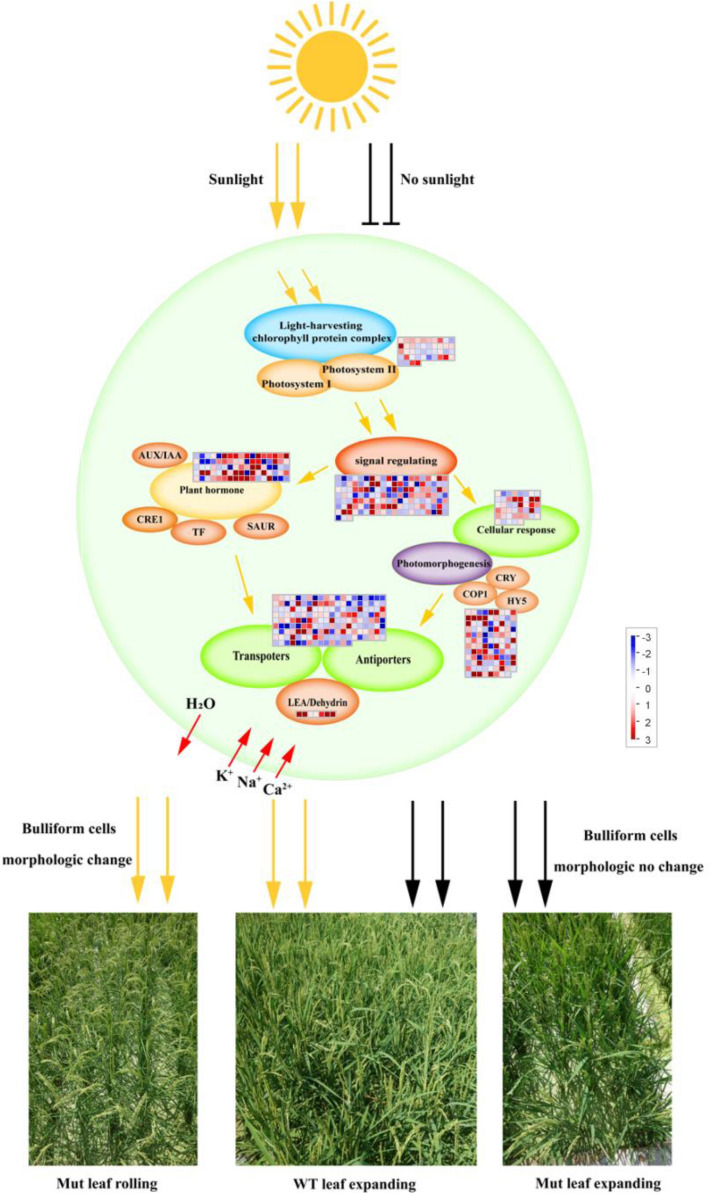
A working model explaining the rapid and dynamic leaf rolling in the *OsRUS1-OX* in response to sunlight. Note: The expressions of some genes in mesophyll cells (green cycle) are regulated due to the overexpression of *OsRUS1-GFP*. The transgenic plants become more sensitive to sunlight. The sunlight will trigger the pathway to cause the leaf rolling of *OsRUS1-OX*. The WT is not as sensitive to sunlight as *OsRUS1-OX*, and the pathway will not be triggered under the same conditions. If the sunlight is shaded, although the pathway is still there, it is not activated, and the bulliform cells of *OsRUS1-OX* will be refilled with water to cause leaf expansion.

In summary, a rapid and dynamic leaf rolling phenotype in response to sunlight is reported for the *OsRUS1-OX*. In this study, an RNA-Seq approach was used to detect transcriptional differences between WT and *OsRUS1-OX*. A total of 2920 differentially expressed genes were found, in which 1660 genes were significantly upregulated and 1260 genes were significantly downregulated in the *OsRUS1-OX*. The reliability of RNA-Seq data was verified by qRT-PCR analyses on 15 selected genes. A possible mechanism for the rapid and dynamic leaf rolling of *OsRUS1-OX* was proposed based on deep analysis of our RNA-Seq data. The differentially expressed genes in GO: 0009415 (response to water stimulus) and KEGG pathway dosa04075 (Plant hormone signal transduction) will be our key targets to further explore the mechanism behind this phenotype in future studies.

## Materials and methods

### Plant materials

Rice plants were cultivated in an isolated experimental field under natural growth conditions. Field management adhered to normal agricultural practices. When rice plants were at the heading stage, the flag leaves were collected on a sunny summer day (11:00 am, WT with expanded leaves, *OsRUS1-OX* with rolled leaves). Leaves from three WT and three *OsRUS1-OX* line plants were pooled as two separate samples. Leaves from WT and *OsRUS1-OX* were independently collected three times to create three biological replicates. All samples were frozen in liquid nitrogen immediately, and stored at − 80 °C until use. The samples were sent to Novogene (Beijing, China) for transcriptome sequencing. We declare that all genetically modified rice cultivation and treatment were carried out in accordance with the regulations of the Ministry of Agriculture of China and are supervised by the Science and Technology Department of South China Agricultural University.

### RNA extraction and quality test

RNA was isolated from WT and *OsRUS1-OX* flag leaves using the TIANGEN RNAprep Pure Plant Kit (Tiangen, Beijing, China). The quality of isolated RNA was checked using 1% agarose gel, and the RNA purity was detected using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). The RNA concentration was measured using the Qubit® RNA Assay Kit with the Qubit® 2.0 Fluorometer (Life Technologies, CA, USA). The RNA integrity was evaluated using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). The qualified RNA was used for following RNA-Seq library construction.

### RNA-Seq library construction and sequencing

In this experiment, NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) was used for library construction. Briefly, 3 μg of total RNA per sample was used as starting material. Through poly-T oligo-attached magnetic beads, mRNA was isolated from total RNA, and fragmented using divalent cations under elevated temperature in 5X NEBNext first strand synthesis reaction buffer. First strand cDNA synthesis was carried out using random hexamer primers and M-MLV reverse transcriptase (RNase H^-^), and second strand cDNA was synthesized subsequently using DNA polymerase I and RNase H. Remaining overhangs were blunted via exonuclease/polymerase activities. NEBNext adaptors with hairpin loop structure were then ligated to cDNA fragments with 3′ ends adenylated. In order to select 150–200 bp length cDNA fragments, the cDNA fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then, 3 μl USER Enzyme (NEB, USA) was used with 150–200 bp length adaptor-ligated cDNA fragments at 37 °C for 15 min followed by 5 min at 95 °C. PCR was performed using Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. PCR products were purified using AMPure XP system and library quality was evaluated on the Agilent Bioanalyzer 2100 system. Following the manufacturer’s instructions, the index-coded samples were clustered on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia). After clustering, the cDNA library products were sequenced on an Illumina Hiseq platform and 125 bp/150 bp paired-end raw reads were generated.

### Quality control

Raw data (reads) in fastq format were filtered through in-house perl scripts. After adapter, reads containing ploy-N, and low quality reads were removed from the raw data, clean data (reads) were generated. The Q20, Q30 and GC content of the clean data were calculated thereby. All of the following analyses were based on the high quality clean data.

### Reads mapping to the reference genome

From the public available genome website (ftp://ftp.ensemblgenomes.org/pub/release-23/plants/fasta/oryza_sativa/dna/), the rice reference genome and gene model annotation files were downloaded. Index of the reference genome was built using Bowtie v2.2.3 and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12^75^. TopHat was selected as the mapping tool due to TopHat can generate a database of splice junctions based on the gene model annotation files, and thus a better mapping result will be generated than other non-splice mapping tools.

### Quantification of gene expression level

We used HTSeq v0.6.1 to count the read numbers mapped to each rice gene^76^. And FPKM (expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced) of each rice gene was calculated based on the length of the gene and read counts mapped to this gene. Due to FPKM takes both the effects of sequencing depth and gene length on the read counts into consideration, thus it is currently the most commonly used method for reckoning gene expression levels^28^.

### Differential expression analysis

The differential expression analysis between WT and *OsRUS1-OX* was carried out using the DESeq R package (1.18.0)^77^. By using a model based on the negative binomial distribution, DESeq R package offers statistical routines for finding out differential expression in digital gene expression data. The resulting P-values were corrected using Benjamini and Hochberg’s approach for managing the false discovery rate (FDR). Gene with adjusted P-value less than 0.05 determined by DESeq R package was considered as differentially expressed.

### GO, KEGG and MapMan analysis of differentially expressed genes

Gene Ontology (GO) enrichment analysis of identified differentially expressed genes was performed by the GOseq R package^30^, where gene length bias was adjusted. GO terms of differentially expressed genes with corrected P-value less than 0.05 were assigned significantly enriched.

KEGG (http://www.genome.jp/kegg/) is a database resource for understanding high-level functions and utilities of the biological pathway, therefore it is good to understand gene’s function^31^. We used KOBAS software to identify the statistical enrichment of differentially expressed genes in KEGG pathways^78^.

MapMan pathway annotator (version 3.6.0 RC1, https://mapman.gabipd.org/mapman/) was used to display the graphical overview of metabolism pathways^32^. Release Genome of Osa_RAPDB_v1 was used as mapping reference data to group and display. IDs of rice genes and their log2FC values were imported to MapMan as an experimental data set. The Wilcoxon rank-sum test with Benjamini Hochberg corrected was used to analyze which bins/pathways were differentially enriched between two samples.

### Validation of RNA-seq data by quantitative RT-PCR assays

Validation of RNA-seq data for 15 phenotype-related differentially expressed genes was performed by qRT-PCR. The primers of selected genes were designed by using Primer premier 5 software (PREMIER Biosoft, Palo Alto, CA, USA) and synthesized by IGE Biotechnology Co., LTD (Guangzhou, China). cDNAs were synthesized from 1 μg of total RNA using reverse transcriptase M-MLV (RNase H^-^) (Takara, Dalian, China). qRT-PCR reactions were performed using the Biotool™ 2 × SYBR Green QPCR Master Mix (Biotool, Shanghai, China) on a CFX96 real-time system (Bio-Rad, CA, USA) following the manufacturer’s instructions. The housekeeping gene *OsACTIN1* (Os03g0718100) was used to normalize the expression level of genes in our experiment^79,80^. Each plate was repeated three times in independent runs for all reference and selected genes. Gene expression was evaluated by the 2^−ΔCt^ method^81^. The qRT-PCR primers used are listed in Supplementary Table S1.

## Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Figure S5.

Supplementary Figure S6.

Supplementary Figure S7.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Table S8.

Supplementary Table S9.

Supplementary Table S10.

Supplementary Table S11.

Supplementary Table S12.

## Data Availability

The RNA-Seq data generated in this experiment were deposited in GEO database of NCBI (https://www.ncbi.nlm.nih.gov/geo/), and the accession number is GSE128886.

## Abbreviations

DGE: Digital gene expression
ENCODE: Encyclopedia of DNA Element
FDR: False discovery rate
FPKM: Expected number of Fragments Per Kilobase of transcript per Millions base pairs sequenced
GO: Gene otology
IAA: Indole-3 acetic acid
KEGG: The Kyoto Encyclopedia of Genes and Genomes
Q30: The percentage of bases for which the Phred value was larger than 30
*OsRUS1-OX*: *OsRUS1-GFP* Overexpression transgenic rice line
*RUS*: *ROOT UVB SENSITIVE*
VB6: Vitamin B6
VLF: Very-low fluence
*WXR*: *WEAK AUXIN RESPONSE*

# Supplementary material for: Transcriptomic analysis of OsRUS1 overexpression rice lines with rapid and dynamic leaf rolling morphology
**Source:** Sci Rep. 2022 Apr 25;12:6736. doi: 10.1038/s41598-022-10784-x
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

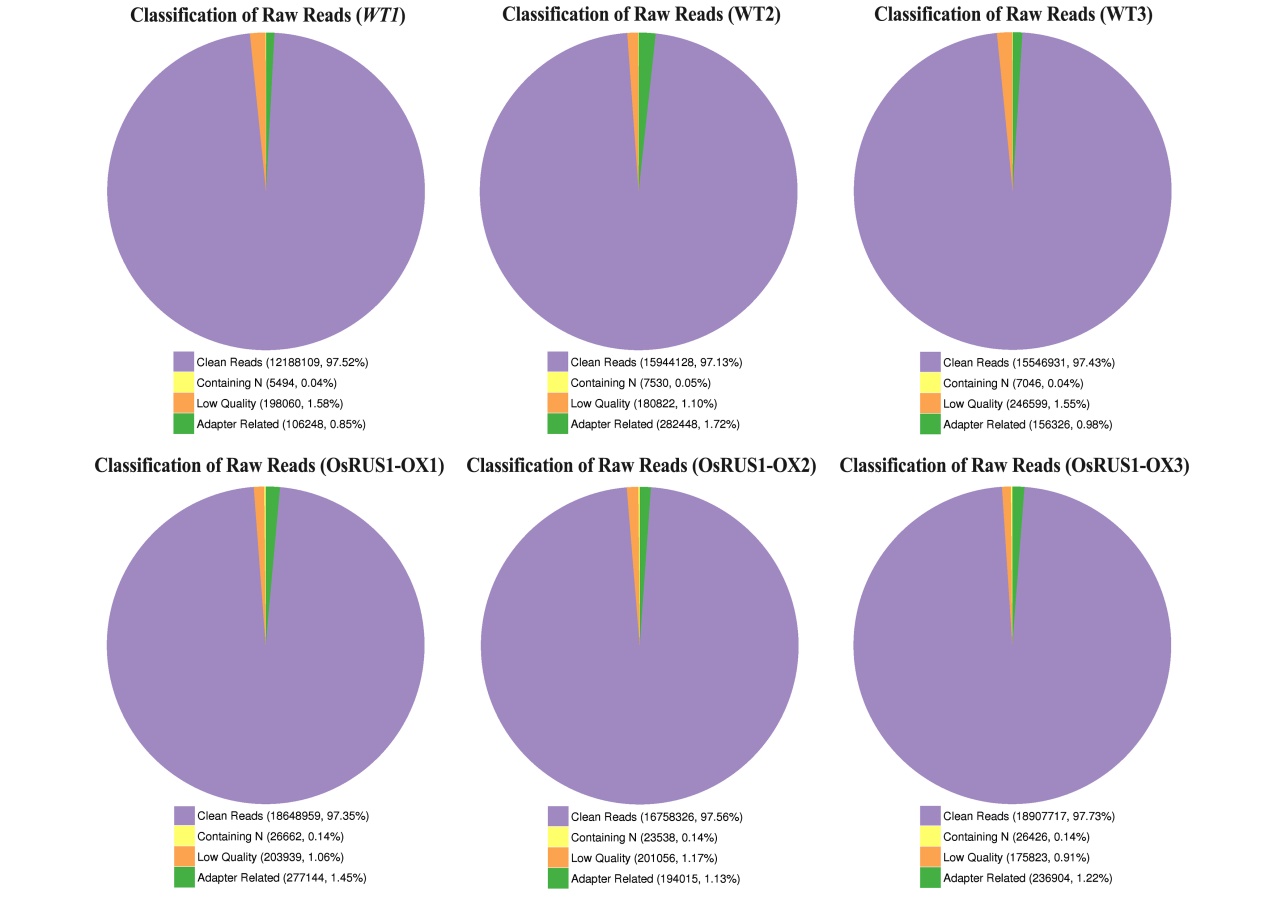

**Supplementary Figure S1. The classification of WT and *OsRUS1-OX* RNA-Seq raw reads**

The original reads of RNA-Seq data are composed of four kinds of sequences: cleaning reads, containing N, low quality and adapter related sequences. The numbers in parentheses represent the total reads of that category and its percentage of total reads.

# Supplementary material for: Transcriptomic analysis of OsRUS1 overexpression rice lines with rapid and dynamic leaf rolling morphology
**Source:** Sci Rep. 2022 Apr 25;12:6736. doi: 10.1038/s41598-022-10784-x
**Supplement:** Supplementary file 2 — Supplementary Figure S2.

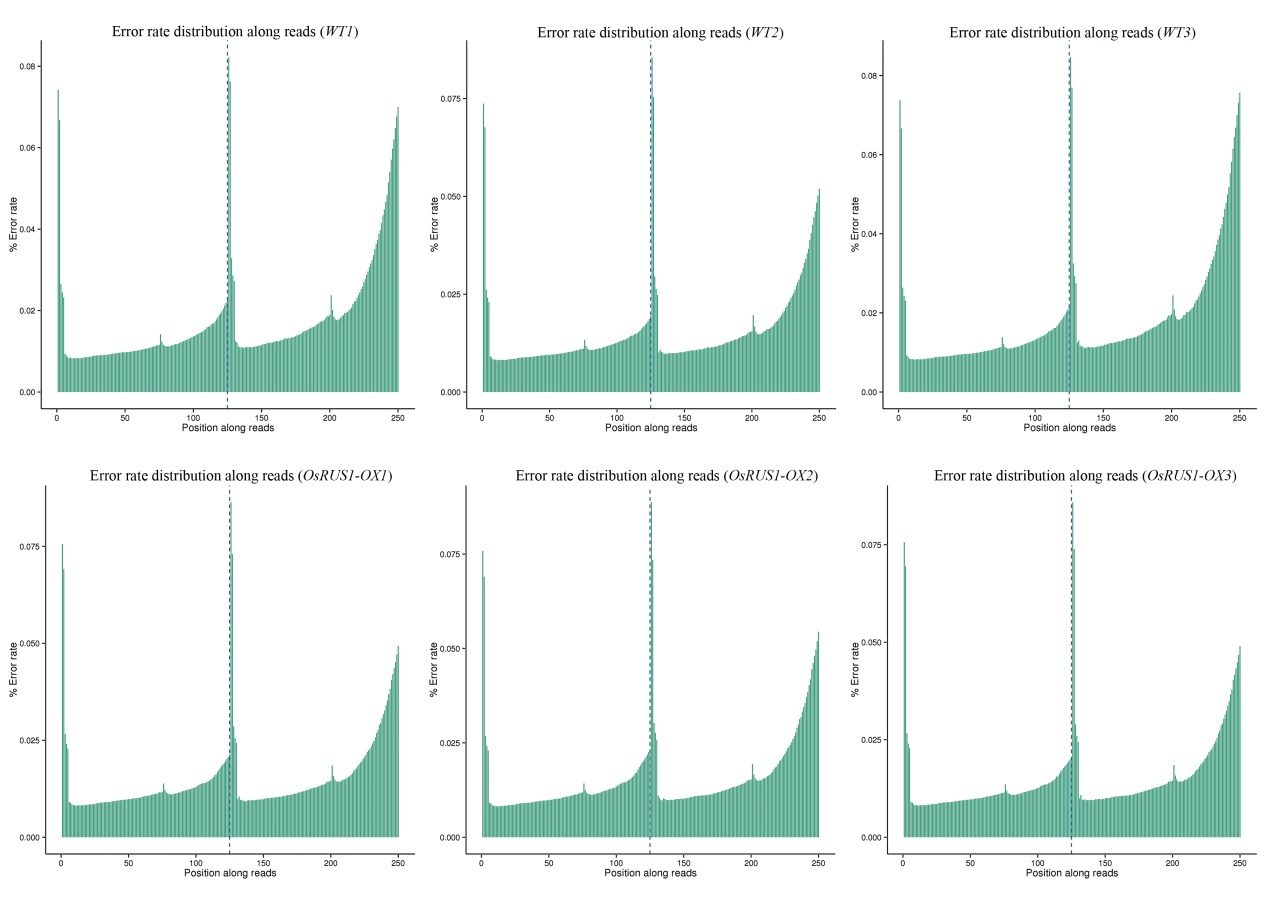

**Supplementary Figure S2. The error rate distribution along WT and *OsRUS1-OX* RNA-Seq reads**

The sequencing error rate is related to the base quality of reads, which is influenced by many factors, such as the sequencing instrument, sequencing reagents and sequencing samples. For RNA-Seq, the distribution of the sequencing error rate has two traits: The sequencing error rate increases with the length of reads; and, the first six bases of each read generally have a higher rate of sequencing errors due to the random primers used in RNA-Seq library construction. As a general rule, the sequencing error rate of each base should be less than 0.5%. In this figure, the Abscissa is the base position of reads; the Ordinate is the single base error rate of reads.

# Supplementary material for: Transcriptomic analysis of OsRUS1 overexpression rice lines with rapid and dynamic leaf rolling morphology
**Source:** Sci Rep. 2022 Apr 25;12:6736. doi: 10.1038/s41598-022-10784-x
**Supplement:** Supplementary file 3 — Supplementary Figure S3.

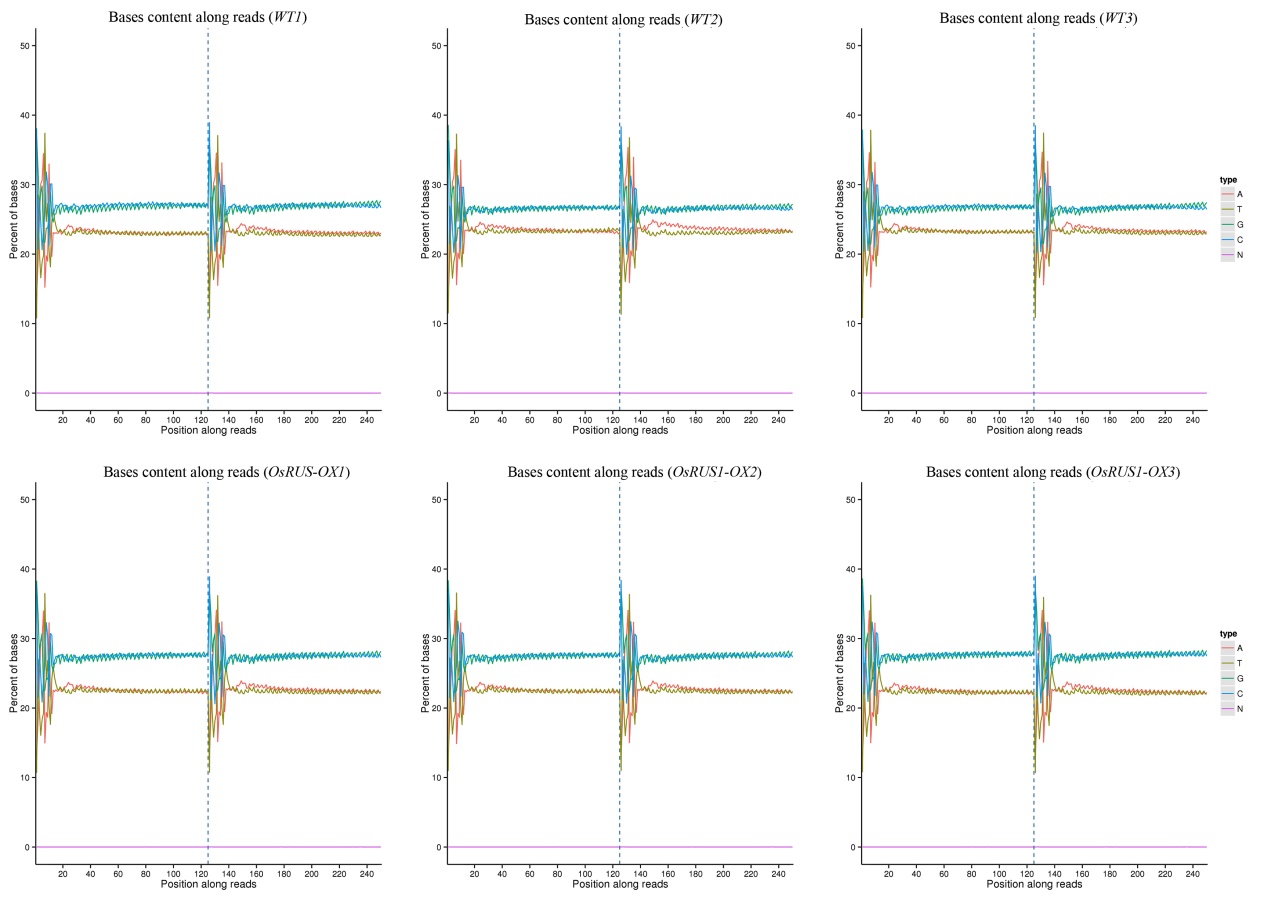

**Supplementary Figure S3. The GC content distribution along WT and *OsRUS1-OX* RNA-Seq reads**

In this figure, the Abscissa is the base position of reads; the Ordinate is the percentage of each base. Different colors represent different base types.

# Supplementary material for: Transcriptomic analysis of OsRUS1 overexpression rice lines with rapid and dynamic leaf rolling morphology
**Source:** Sci Rep. 2022 Apr 25;12:6736. doi: 10.1038/s41598-022-10784-x
**Supplement:** Supplementary file 4 — Supplementary Figure S4.

**
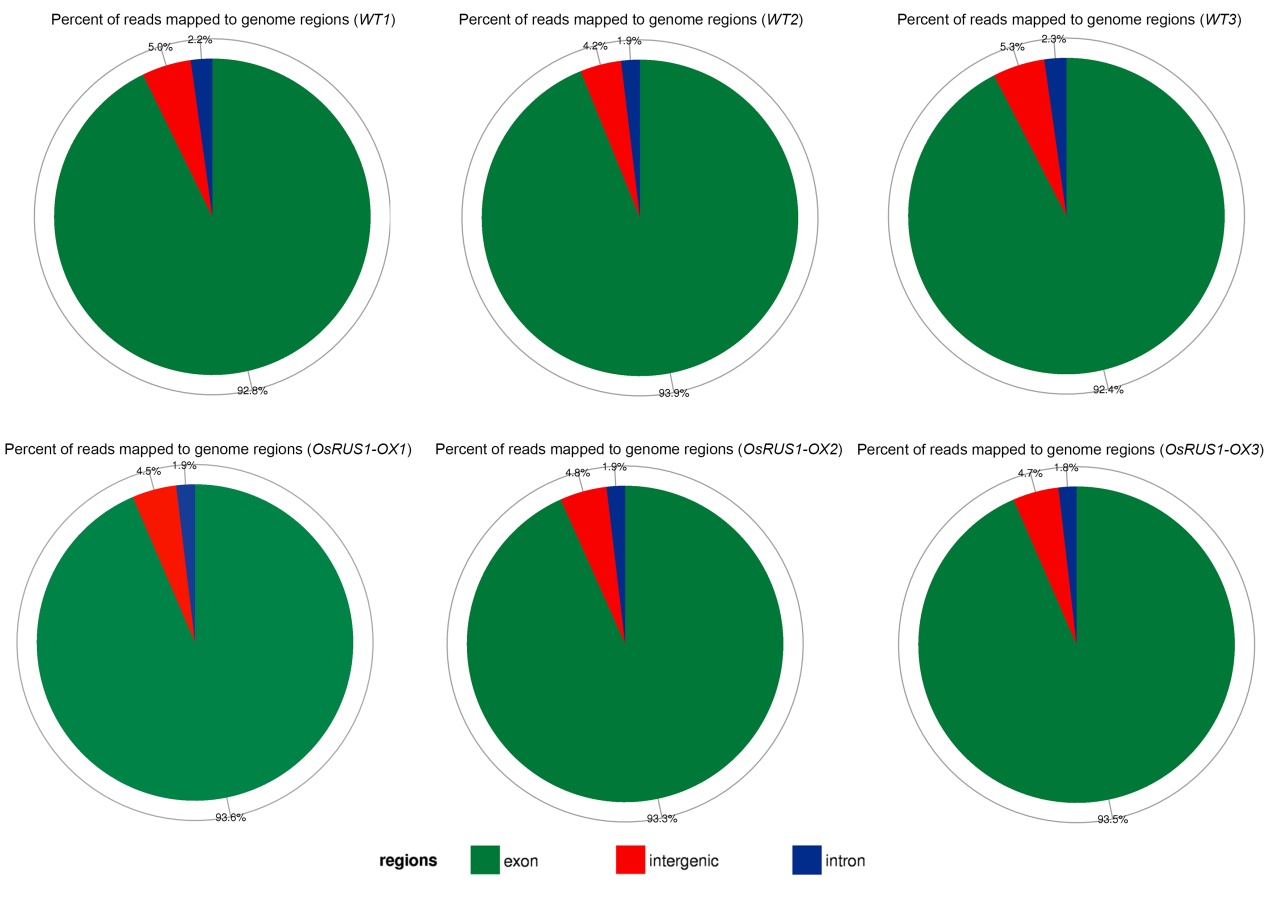
**

**Supplementary Figure S4. The percentage of WT and *OsRUS1-OX* RNA-Seq reads mapped to rice genome regions**

In this figure, the percentage of clean reads mapped to exon, intron and intergenic regions of rice genome is displayed.

# Supplementary material for: Transcriptomic analysis of OsRUS1 overexpression rice lines with rapid and dynamic leaf rolling morphology
**Source:** Sci Rep. 2022 Apr 25;12:6736. doi: 10.1038/s41598-022-10784-x
**Supplement:** Supplementary file 5 — Supplementary Figure S5.

**
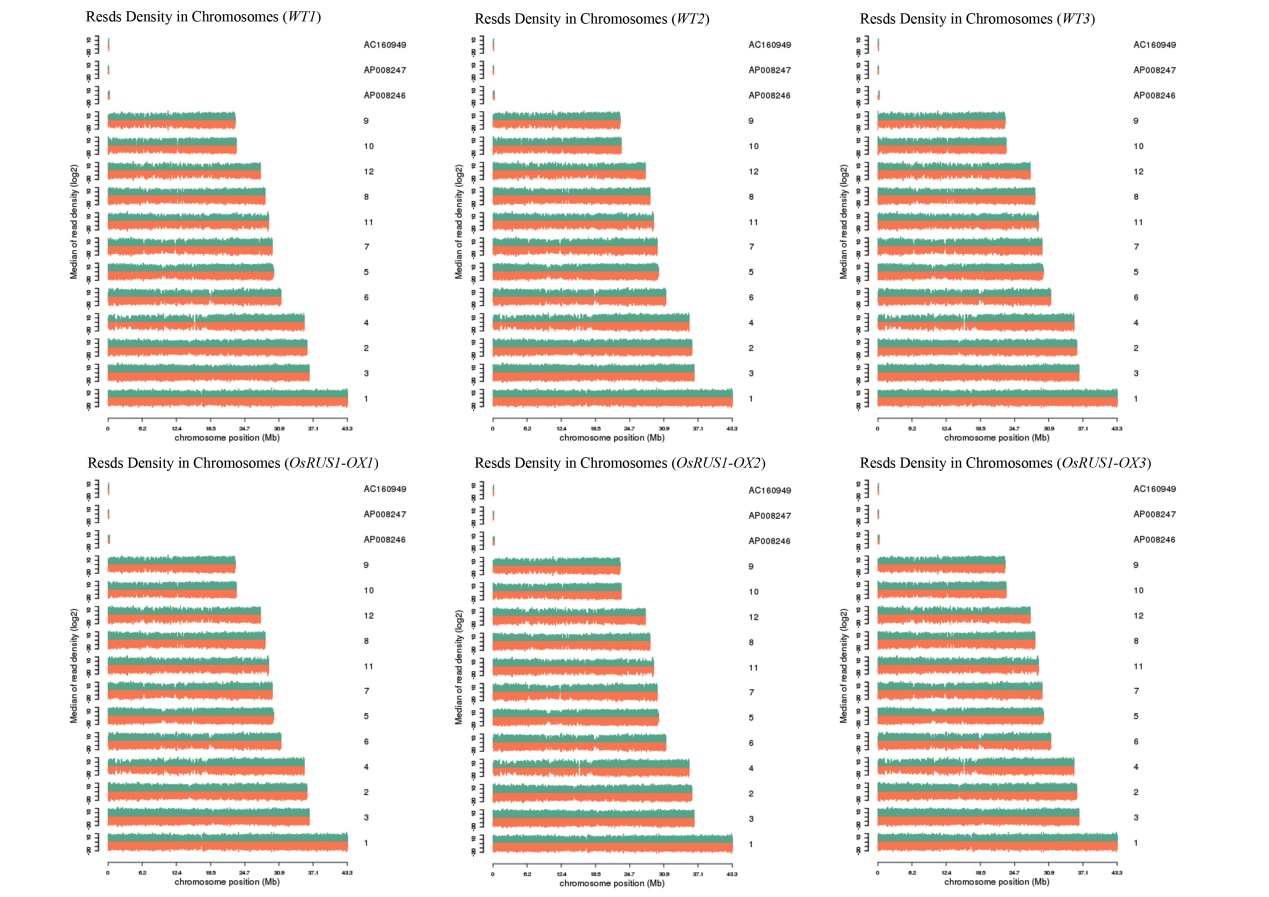
**

**Supplementary Figure S5. The distribution and density of WT and *OsRUS1-OX* total mapped reads on rice chromosomes**

In this distribution and density of reads on the rice genome plot, the Abscissa is the length of rice chromosomes (with million bases as the unit); the Ordinate is the log_2_(the mid-value of reads density).

# Supplementary material for: Transcriptomic analysis of OsRUS1 overexpression rice lines with rapid and dynamic leaf rolling morphology
**Source:** Sci Rep. 2022 Apr 25;12:6736. doi: 10.1038/s41598-022-10784-x
**Supplement:** Supplementary file 6 — Supplementary Figure S6.

**
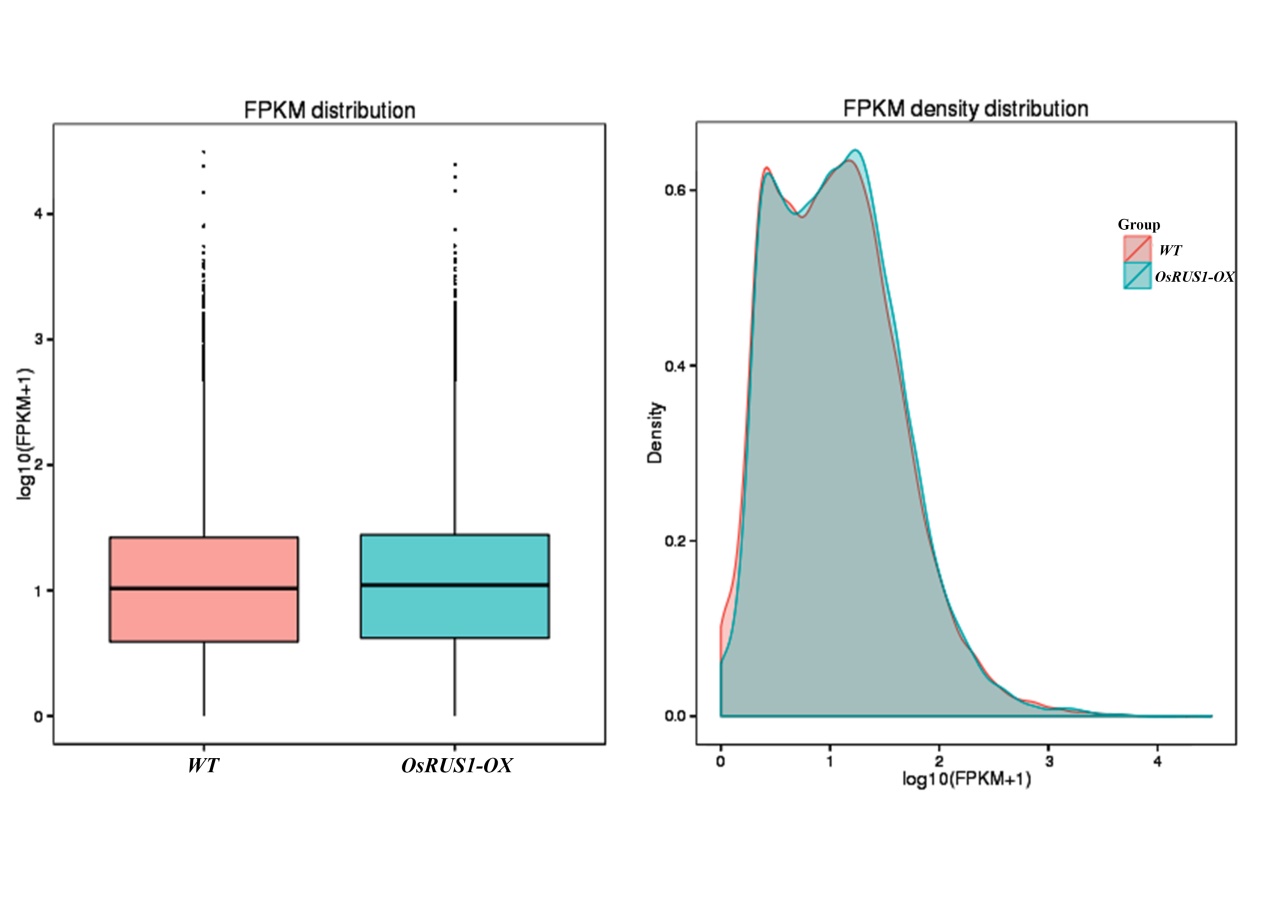
Supplementary Figure S6. Comparison of gene expression levels between WT and *OsRUS1-OX***

In the FPKM distribution figure, the Abscissa is the name of samples; the Ordinate is the value of log_10_(FPKM+1). Each area of the box plot corresponds to five expression levels. From top to bottom, they are the maximum value, upper quartile, mid-value, lower quartile and the minimum value, respectively. In the FPKM density distribution plot, the Abscissa is the value of log_10_(FPKM+1); the Ordinate is the density of differentially expressed genes between WT and *OsRUS1-OX*.

# Supplementary material for: Transcriptomic analysis of OsRUS1 overexpression rice lines with rapid and dynamic leaf rolling morphology
**Source:** Sci Rep. 2022 Apr 25;12:6736. doi: 10.1038/s41598-022-10784-x
**Supplement:** Supplementary file 7 — Supplementary Figure S7.

**
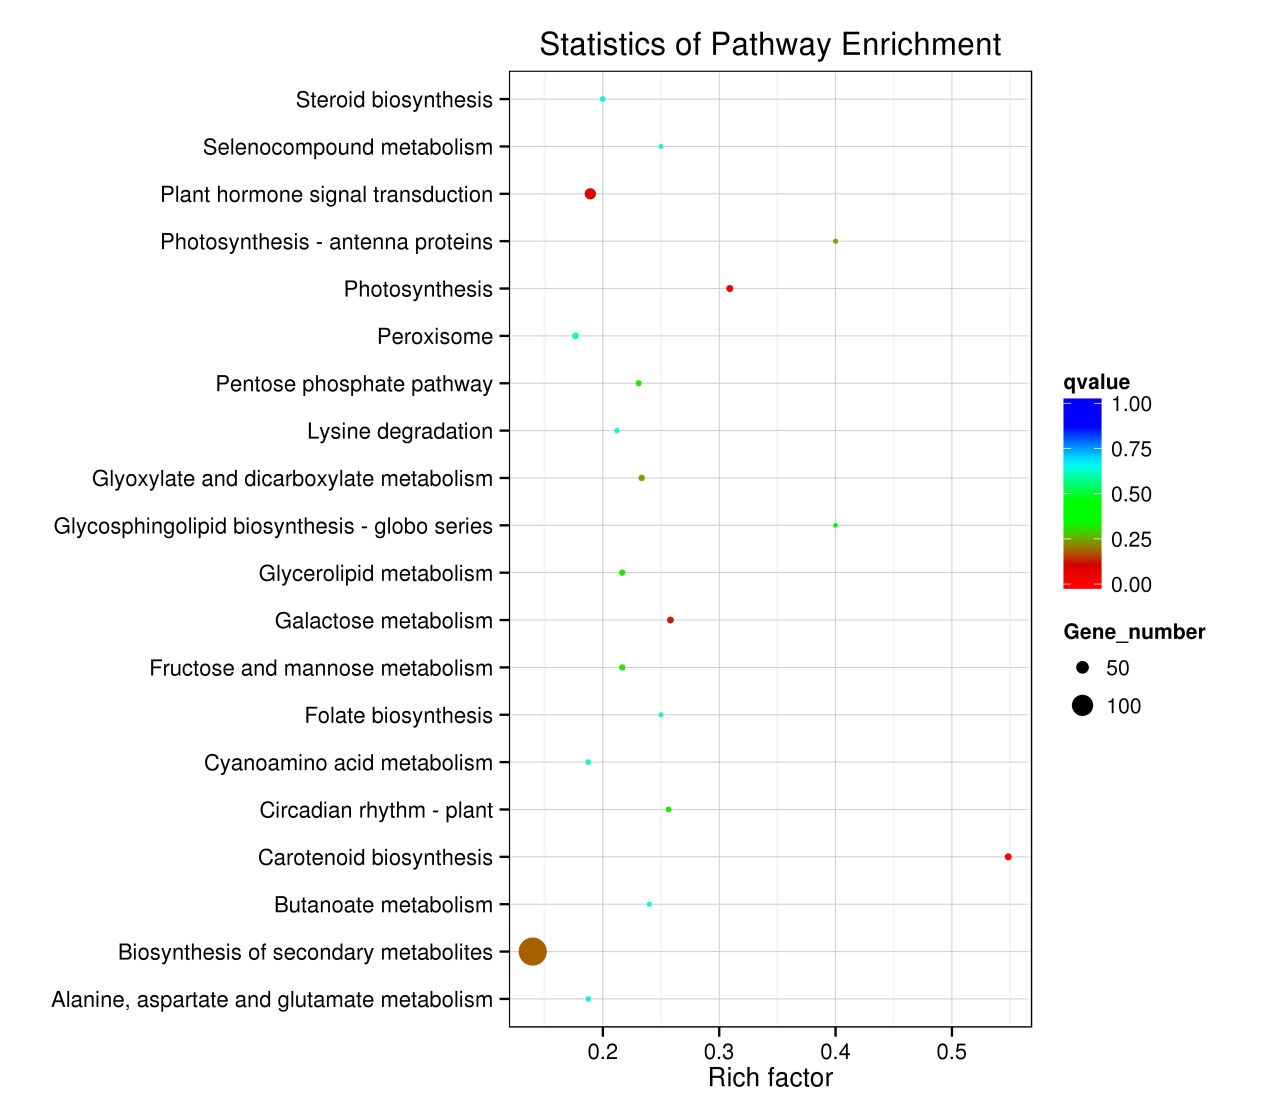
**

**Supplementary** **Figure S7. Scatter plot of differential expressed genes between WT and *OsRUS1-OX* in KEGG pathway enrichment**

In this figure, the 20 most-significantly enriched KEGG pathways are displayed. The Ordinate shows the pathway name; the Abscissa is the rich factor of the KEGG pathway. The dot size indicates the number of differentially expressed genes in the pathway, while the color of the dots corresponds to qvalue ranges.

# Supplementary material for: Transcriptomic analysis of OsRUS1 overexpression rice lines with rapid and dynamic leaf rolling morphology
**Source:** Sci Rep. 2022 Apr 25;12:6736. doi: 10.1038/s41598-022-10784-x
**Supplement:** Supplementary file 8 — Supplementary Table S1.

**Supplementary Table S1. The primer list of qRT-PCR of selected 15 genes for RNA-Seq data verification**

| **Gene ID** | **Annotation** | **Primer sequence (5'-3')** |
| --- | --- | --- |
| Os01g0741900 | Auxin-responsive protein，  Drought tolerance，  Control of tiller outgrowth | F: AGGAGACAGGATGCTGGTTG  R: AGCAGTAGCTCCAATCAGGG |
| Os02g0557800 | A-type response regulator，  Cytokinin signaling | F: GAGACGATGACCGGTGCTG  R: TGAGCTGGAAGTAGTGCGAC |
| Os04g0414700 | Photosystem I PsaO domain containing protein | F: TTAGGAGGGACCTGAACGTGA  R: CCAGGAACAGCCCAAGGTG |
| Os07g0147550 | Similar to Photosystem II 10 kDa polypeptide | F: GGAAGGCCAATCAAGGGGAA  R: AAAGAGTGACTGCCCAGAGC |
| Os01g0919800 | Similar to Efflux carrier of polar auxin transport | F: ACACTTACGCCAGCTTCGTC  R: ATTCCTGTGCCTGACTTGGA |
| Os02g0194700 | Similar to Lipoxygenase 2.3, chloroplast precursor | F: GCGAGATAGGTTCTCGTGGT  R: TGCTCACGATGGGAAACTCC |
| Os03g0319400 | Serine/threonine protein kinase, Cold stress tolerance,  Abiotic stresses | F: CAAGTGAAGGCTGACGGTTT  R: AGGATTACCCCACAAGACCAG |
| Os06g0701700 | Ion transporter , Na+/K+ symport；Similar to Cation transporter HKT1. | F: TCATCGCCCCTGCTGTTCTA  R: AGACTGAGATGCAGGCAAGC |
| Os07g0666900 | Vacuolar Na+/H+ antiporter,  Salt tolerance；Similar to Sodium/hydrogen exchanger. | F: AAATGGGAGTTTGCCAGTGA  R: TCGGTGCCTTCTTTGTTAGG |
| Os11g0454300 | Similar to Water-stress inducible protein RAB21. | F: CGGCCAGTTCCAGCCGAT  R: CTCCCTCCCATTCCATCA |
| Os11g0454200 | Dehydrin RAB 16B. | F: CGATGGGGATGGGAGGTC  R: GCTGCTGGTGGTTGTTGC |
| Os05g0542500 | Similar to Isoform 2 of Late embryogenesis abundant protein, group 3. LEA-like protein. | F: CACCAAGGACTCTGCCAT  R: CCCCAGCGTGCTCATCAC |
| Os02g0669100 | Dehydrin family protein. | F: GCCTCTTCGACAACCTC  R: CTTCCTCTTGACCACCTC |
| Os02g0318450 | ABC transporter-like domain containing protein. | F: AAATACTGTCAACACTGG  R: TAATACTTGGAACACCTA |
| Os02g0318500 | ABC transporter-like domain containing protein. | F: TTGGGCTGGACATTTGCG  R: TCTCTGGCGGTGGTTGGA |
| Os03g0718100 | ATP binding. ACTIN1 | F: CTTCATAGGAATGGAAGCTGCGGGTA  R: CGACCACCTTGATCTTCATGCTGCTA |

Note: The gene ID in this table is the accession number from RAP-DP rice database; F is the forward primer; R is the reverse primer.

How the deposited data were processed for this re-analysis (not part of the article)

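RNA was sequenced from flag leaves of WT and OsRUS1-OX rice, with 3 libraries per genotype, each from 3 pooled plants. The authors filtered the reads, aligned the pairs to the Ensembl Plants rice genome with TopHat and counted reads per gene with HTSeq, and the deposited counts are whole numbers without normalization. The deposited FPKM values were computed by the authors from the same counts and the gene lengths. The strand and overlap settings of the counting are not stated in the paper's text. Library names were matched to genotype and replicate through the sample titles and Table 1 of the paper, and 0 columns of per-sample values were left unused. The replicate numbers 1, 2 and 3 of both genotypes come from those titles, and equal numbers belong to different plants.

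Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter on low counts by genotype and the quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The alternatives were DESeq2 1.42.0, a re-implementation of the DESeq test that the paper names, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), other normalizations and filters, the replicate number as a block, an absolute log2 fold change of at least 1, and fits that left out each of the 6 libraries. The re-implementation gave p-values within 1% of those in Supplementary Table S3 for 777 of the 1998 genes read from it, and it was kept as first written. Shares of features by FPKM were compared by exact permutation tests, for which 3 libraries against 3 cannot give a p under 0.1. Differentially expressed genes were clustered by k-means with 8 clusters. Fold changes against a genotype whose libraries all had at most 3 reads are lower bounds computed against 3 reads.

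The scripts were tested on a single set of simulated counts for 19694 genes with 200 changed genes. All changed genes had the same size of change, and the spread was taken from edgeR's fit to the real counts. In the real data 4644 genes were called, so the rates that follow hold for the simulated setting only and do not rank the tests. edgeR's test recovered 172 of the 192 changed genes that it tested (89.6%), and 7.03% of its calls were false. The re-implementation recovered 169 of 200, with 11.1% false calls, DESeq2 recovered 181 of 200, with 22% false calls, and limma recovered 168 of the 190 it tested, with 7.18% false calls.

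The genes named are those the paper's text names by an identifier or by a symbol that its tables pair with one, the genes with the vitamin B6 description, the genes with the largest increase and decrease in each of the paper's lists for which this was set, and the 3 genes up and 3 genes down with the largest log2 fold change among called genes with at least 10 reads in every library of the higher genotype and no overlap between genotypes. Lists for photosynthesis, antiporters, hormone signal transduction, sugar and MATE transport and the metabolism bins were added after the data were examined, from the paper's text, and are given as counts. The GO and KEGG enrichment tests, the qRT-PCR assays and the leaf rolling genes named in the discussion were not analysed here.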

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

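The comparison of library totals in this part was chosen only after the result was seen, and the tests here were limited to the 3 genes that the text does not discuss, out of the 6 with the largest changes, after a first run on all 6. Of the genes selected by the size of their change, OS01G0910800 had the third largest increase in OsRUS1-OX by fitted log2 fold change. OS01G0910800 is not discussed in the paper's text and only listed in the supplementary tables. It had 0, 3 and 0 reads in the WT libraries and 3095, 4404 and 4751 in the OsRUS1-OX libraries, at least 861-fold higher (adjusted p = 8.1e-05 from edgeR's quasi-likelihood test). The other genes of that selection outside the text were OS05G0567600, at least 13.2-fold lower, and OS06G0320200, at least 11.4-fold lower. A difference in library size between the groups was examined through the mean library total of OsRUS1-OX, which was 1.24 times that of WT. The folds of the unscaled reads, with 3 reads as the lowest mean, were at least 1360 for OS01G0910800, 11.6 for OS05G0567600 and 9.67 for OS06G0320200, and the last 2 genes were lower in the larger libraries. A few genes taking most of the counts were examined as well, and the share of the 10 genes with the most counts differed by -1.75 percentage points between OsRUS1-OX and WT. Each of the genes was called in all 6 fits that left out 1 library, a weak test of whether one library carries the change, since the selection had already required at least 10 reads in every library of the higher genotype and no overlap. Both genotypes have the ZhongHua11 background, so a difference of that cultivar from the reference would be shared by them. A sequence difference found only in the OsRUS1-OX line, or reads shared with a paralog, could not be tested for these 3 genes from counts per gene. The pattern therefore cannot be told apart from those explanations. A single transgenic line was sequenced, without an empty vector control, and its leaves were rolled when picked while the WT leaves were expanded. The design therefore cannot separate the genotype from the leaf state or from that line. A response of these genes to OsRUS1 overexpression remains a hypothesis.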

How the results depend on the processing

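The alternatives here were chosen before the data were examined, and no test in this part was chosen after the result was seen. The number of differentially expressed genes was 4644 with edgeR's quasi-likelihood test. It stayed within 1.5 times that number with DESeq2 (5100), RLE size factors (4632), library totals alone (4557), no filter on low counts (4872), at least 10 counts in every library (3857), RAP identifiers only (4612) and limma on log2(FPKM + 1) and log2(FPKM + 0.1) (3895 and 3744). The re-implemented DESeq test gave 2924 genes, of which 1238 were lower, and a threshold of 1 on the absolute log2 fold change gave 2477, of which 1482 were higher and 995 lower. With limma on log2(FPKM + 0.1), 1533 genes were lower. Across the 6 fits that each left out 1 library, the number ranged from 2399 to 5219, with 1354 to 2602 genes higher and 1045 to 2617 lower. The cause was not tested.

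With the replicate number as a block (replicate block), 4013 genes were called, 2071 higher and 1942 lower, and 3781 of them were among the 4644. The deviations of same-numbered libraries from their genotype means correlated by 0.12, -0.09 and 0.11, with a mean of 0.05, against -0.02 for libraries with different numbers. The corrections for GC content, with and without the block, were not run, because no gene GC content was used here. In Table 1 of the paper, every OsRUS1-OX library has a higher read GC content than every WT library. An effect of GC content would therefore run along the genotypes and was not excluded.

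The ratio of the median absolute log2 fold change of higher to lower genes was 1.43 and stayed above 1 under each alternative tried, from 1.17 to 1.64. The order of the numbers of higher and lower genes did not: lower genes outnumbered higher ones with at least 10 counts in every library (1997 and 1860, a filter that removes each gene without reads in 1 genotype), without WT replicate 2 (2617 and 2602) and without WT replicate 3 (1908 and 1843).

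The mean R2 within and between genotypes, 0.971 and 0.937 on the scale of the paper, moved to 0.932 and 0.909 with log10(FPKM + 0.01), to 0.878 and 0.855 with Spearman's rho squared, to 0.924 and 0.833 over features with an FPKM of at least 1 in any library and to 0.987 and 0.958 with log10(TMM-normalized CPM + 1). In each of these settings the lowest value within genotypes was above the highest between them. The shares of features under FPKM 3 and over FPKM 15 kept their direction in each setting. The number of genes in 1 genotype only fell to 1 in WT and 31 in OsRUS1-OX when at least 10 counts in each library of one genotype and none in the other were required.

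OsACTIN1 (OS03G0718100) was the only named gene to change direction: its log2 fold change of -0.56 ranged from -0.84 to 0.25 across the fits that left out 1 library, and the value 0.25 came without WT replicate 2. Its adjusted p from the edgeR and other tests ranged from 0.28 to 0.93, and its 12 to 55 reads per library limit what can be said of it. Among 535 other results for 52 named genes, 5 were weaker and 3 stronger. Among 312 results with 1 library left out, 28 were weaker and 2 stronger. Of the counts by direction in the paper's lists, 27 of 594 moved by over 1.5 times, and 34 of 324 with 1 library left out.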

Differences from the paper's values

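No test in this part was chosen after the result was seen. The paper reports 2920 differentially expressed genes, and edgeR's quasi-likelihood test called 4644. Of the alternatives set before the data were examined, the re-implementation of the DESeq test that the paper names gave 2924, and at least 10 counts in every library (3857), the replicate block (4013), the threshold on the log2 fold change (2477), limma on FPKM (3895 and 3744) and each fit with 1 library left out apart from that without WT replicate 2 (5219) also came within 1.5 times the paper's number. DESeq2, RLE size factors, library totals, no filter and RAP identifiers only did not.

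The paper reports 1260 downregulated genes, and 2316 were lower in edgeR's test. The re-implemented DESeq test gave 1238, and library totals alone (1879), the threshold on the log2 fold change (995), limma on FPKM (1588 and 1533) and the fits without WT replicate 1 (1670) and without OsRUS1-OX replicates 1, 2 or 3 (1787, 1120 and 1045) also came within 1.5 times the paper's number. DESeq2, RLE size factors, no filter, at least 10 counts in every library, RAP identifiers only, the replicate block and the fits without WT replicate 2 or 3 did not.

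The paper's text gives 21 ABC transporter genes as upregulated, and 6 of the listed genes were higher in OsRUS1-OX here, with 12 lower. The alternatives set before the data were examined gave between 3 and 9 higher genes, and none closed the gap. Supplementary Table S10 itself has 9 of these genes higher and 12 lower.

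For Os07g0561800 the paper gives a decrease of 8.1 times, and the reads gave at least 27.6-fold lower. The lower bound was between 19.4 and 33.4 under the alternatives computed for it (RLE size factors, library totals alone and each library left out), and none closed the gap on the fold scale. Supplementary Table S10 gives the paper's number as a log2 fold change with a minus sign. On that scale the edgeR fit gave -7.59 for OS07G0561800. The range was -9.28 to -7.09 when 1 library was left out, which includes the paper's number.

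The paper states that LEA genes went down in OsRUS1-OX, and in a later sentence that LEA was highly expressed. All 7 listed LEA genes were higher here, with log2 fold changes between 0.70 and 9.86, and 4 to 7 were called when 1 library was left out. It ranks a cluster of upregulated genes as the largest in the k-means analysis, and the largest cluster here was of lower genes in each of the 4 settings run. All 4 settings clustered the genes called by edgeR, of which 2316 were lower, while the paper's own set had 1260 lower genes. The gene sets therefore differ, and the order of clusters was not examined on a set like the paper's. The paper describes most genes of glycolysis and fatty acid synthesis as upregulated. Here 4 of 9 and 8 of 16 were higher, as in Supplementary Table S8, with ranges of 1 to 4 and 3 to 8 when 1 library was left out. With the threshold of 1 on the absolute log2 fold change, which the paper did not set, lower glycolysis genes fell to 0. No lower gene of that list could pass it, since the lowest log2 fold change was -0.9, so this result does not bear on the paper's description. At least 2 glycolysis genes were higher in each alternative that kept all libraries. Across the same alternatives, lower fatty acid genes fell to 5 while at least 6 were higher. Higher genes outnumbered lower ones in the cell wall, C3 cycle, lipid degradation, and raffinose and galactinol bins. For the C3 cycle (5 and 4) the order became a tie of 4 and 4 with at least 10 counts in every library. The paper describes the unspecified cation, potassium and MATE efflux bins as downregulated. Here, 4 unspecified cation genes were higher and 3 lower, as in Supplementary Table S10. Lower genes outnumbered higher ones for potassium transport (8 and 6) and MATE efflux (8 and 3). The potassium order was not stable. Lower potassium genes fell to 4 in another alternative, while at least 5 were higher in each alternative that kept all libraries.

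The paper has ABCB1 as increased by over 2 times, and its adjusted p here was 0.059 in edgeR's test, with a range of 0.0075 to 0.17 over the alternatives. It was called with DESeq2, with the re-implemented DESeq test, without a filter on low counts, and without WT replicate 2 or 3. The second WBC11 entry, OS04G0528300, had a log2 fold change of 0.93. OS03G0281900, OS11G0637100 and OS09G0333500 did not pass the filter on low counts and were called with DESeq2, with the re-implemented DESeq test and without the filter. OS03G0281900 was also called without each WT replicate and without OsRUS1-OX replicate 1, and OS09G0333500 without WT replicate 3 and without OsRUS1-OX replicate 1. Under the same 3 settings, each listed gene of the water stimulus, oxidoreductase, carotenoid, heat stress, ABC transporter, hormone metabolism, potassium, sugar, photosystem II and lipid degradation lists was called.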

Other observations

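The test of normalization and the comparison of splits by WT replicate 2 in this part were chosen only after the result was seen, and the tests on splits were limited to the 4 named below after a first run over all 10. The 6 libraries can be parted into 10 pairs of groups of 3, of which 4 part all 3 same-numbered pairs. Of these 4 splits, 1 gave as many differentially expressed genes as the genotypes did, the real one, and likewise 1 of 4 gave as many genes higher and 1 of 4 as many lower. The other 3 of the 4 splits gave 0 genes, with 100, 565 and 280 genes at an unadjusted p under 0.05 in edgeR's test, against 7175 in the real split. The 6 splits that part 1 same-numbered pair also gave 0 genes, with at most 884 at an unadjusted p under 0.05 in edgeR's test. Every split but the real one has both genotypes in each group. The genotype difference then widens the spread within groups, so few calls would be found in any case. The share of 4 splits cannot fall under 0.25, so chance cannot be excluded by this count.

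Of the genes called in edgeR's test, 31 had no read in any library of one genotype and at least 10 reads in every library of the other, 30 of them in OsRUS1-OX. A single pair of them, RAB21 (OS11G0454300) and RAB16B (OS11G0454200), were next to each other in the order of the tested genes. Random placement of on/off genes among tested genes gave 0.0467 such pairs on average and a one-sided permutation p of 0.046 over 10000 draws. Neighbouring called genes change together in general: 1282 neighbouring pairs of called genes were found where permutation gave 1090 (one-sided permutation p = 1e-04, the smallest the draws can give), and against draws from the called genes the pair of on/off genes had a one-sided permutation p of 0.056. With a looser definition of on/off genes there were 3 pairs among 73 genes (permutation p = 0.0019), and within 5 tested genes there were 3 pairs (permutation p = 0.0021). Reads shared between near-identical neighbouring genes could not be tested for the 31 genes from counts per gene. A general tendency of neighbouring genes to change together therefore remains a candidate explanation, and the result rests on 1 pair.

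Gene length bias was examined through the rank correlation across genes of log2 fold change with gene length, computed from counts and FPKM. It was -0.01 for the genotypes and between -0.23 and 0.09 for the other splits. The 3 splits that set WT replicates 1 and 3 against WT replicate 2 gave -0.16, -0.23 and -0.21.

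With the same test and the same tested genes, the genes higher in OsRUS1-OX made up 50.1% of the called genes with TMM normalization, 50.6% with RLE size factors and 58.8% with library totals alone. There were 2328 higher and 2316 lower genes with TMM normalization and 2678 and 1879 with library totals alone, so the excess of higher genes was larger under library totals. With TMM normalization the share also ranged from 48.2% to 59.8% over the other filters, the threshold on the log2 fold change, the replicate block and the left-out libraries, so these choices moved it as well. With other tests the share was 50.8% (DESeq2), 57.7% (the re-implemented DESeq test) and 59.2% and 59.1% (limma on log2(FPKM + 1) and log2(FPKM + 0.1)). An excess of higher genes therefore cannot be told apart from an effect of normalization, of these choices or of the test. The median log2 fold change of all tested genes moved from -0.01 to 0.06.

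In the MapMan tables of the paper, 8 of 8 listed genes with no read in one genotype have a value in the log2 fold change column that equals, with a sign, the mean count of the other genotype after scaling by median-of-ratios size factors (not by TMM factors). The values include 17.8564 for OS03G0281900 and -6.30061 for OS11G0637100.

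The text names the PsbR gene OS07G0147500, whereas Supplementary Table S1 has OS07G0147550. The latter had 1, 0 and 4 reads in WT and 69, 198 and 153 in OsRUS1-OX, a log2 fold change of 5.95 (standard error 0.74, adjusted p = 0.0016 from edgeR's quasi-likelihood test).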
